# Sexual dimorphism in cardiac transcriptome associated with a troponin C murine model of hypertrophic cardiomyopathy

**DOI:** 10.14814/phy2.14396

**Published:** 2020-03-19

**Authors:** Karissa M. Dieseldorff Jones, Cynthia Vied, Isela C. Valera, P. Bryant Chase, Michelle S. Parvatiyar, Jose R. Pinto

**Keywords:** cardiac troponin, hypertrophic cardiomyopathy, sex differences, transcriptomics

## Abstract

Heart disease remains the number one killer of women in the US. Nonetheless, studies in women and female animal models continue to be underrepresented in cardiac research. Hypertrophic cardiomyopathy (HCM), the most commonly inherited cardiac disorder, has been tied to sarcomeric protein variants in both sexes. Among the susceptible genes, *TNNC1*—encoding cardiac troponin C (cTnC)—causes a substantial HCM phenotype in mice. Mice bearing an HCM‐associated cTnC‐A8V point mutation exhibited a significant decrease in stroke volume and left ventricular diameter and volume. Importantly, isovolumetric contraction time was significantly higher for female HCM mice. We utilized a transcriptomic approach to investigate the basis underlying the sexual dimorphism observed in the cardiac physiology of adult male and female HCM mice. RNA sequencing revealed several altered canonical pathways within the HCM mice versus WT groups including an increase in eukaryotic initiation factor 2 signaling, integrin‐linked kinase signaling, actin nucleation by actin‐related protein‐Wiskott‐Aldrich syndrome family protein complex, regulation of actin‐based motility by Rho kinase, vitamin D receptor/retinoid X receptor activation, and glutathione redox reaction pathways. In contrast, valine degradation, tricarboxylic acid cycle II, methionine degradation, and inositol phosphate compound pathways were notably down‐regulated in HCM mice. These down‐regulated pathways may be reduced in response to altered energetics in the hypertrophied hearts and may represent conservation of energy as the heart is compensating to meet increased contractile demands. HCM male versus female mice followed similar trends of the canonical pathways altered between HCM and WT. In addition, seven of the differentially expressed genes in both WT and HCM male versus female comparisons swapped directions in fold‐change between the sexes. These findings suggest a sexually‐dimorphic HCM phenotype due to a sarcomeric mutation and pinpoint several key targetable pathways and genes that may provide the means to alleviate the more severe decline in female cardiac function.

**Abbreviations**
A8V: mutation of alanine to valine in position 8 of cTnC
*Abca1*: ATP‐binding cassette A1
Ap‐1: activator protein‐1
BCAA: branched‐chain amino acids
CO: cardiac output
cTn: cardiac troponin
cTnC: cardiac troponin C
DCM: dilated cardiomyopathy
Diameter;d/s: diastolic/systolic diameter
EF: ejection fraction
eIF‐2: eukaryotic translation initiation factor 2
*Eif5b*: eukaryotic translation initiation factor 5B
FS: fractional shortening
GO: gene ontology
HCM: hypertrophic cardiomyopathy
*Ier5*: immediate‐early response gene 5
ILK: integrin‐linked kinase
IVCT: isovolumetric contraction time
IVRT: isovolumetric relaxation time
LV Mass: left ventricular mass
LV: left ventricle
LVID;d/s: diastolic/systolic left ventricular internal diameter
LVPW;d/s: diastolic/systolic left ventricular posterior wall thickness
mRNA: messenger RNA
MV E/A: mitral valve early‐peak‐flow to atrial‐peak‐flow velocity ratio
OGDH: oxoglutarate dehydrogenase
PBS: phosphate‐buffered saline
PCA: principal component analysis
RCM: restrictive cardiomyopathy
ROCK: Rho‐associated coiled‐coil containing kinase
ROS: reactive oxygen species
RWT: relative wall thickness
*Sacs*: sacsin
SV: stroke volume
TCA: tricarboxylic acid
*TET*: ten‐eleven translocation
*TNNC1*: encoding cardiac troponin C
*Tspyl4*: testis‐specific Y‐like gene 4
V;d/s: diastolic/systolic diameter
VDR/RXR: vitamin D receptor/retinoid X receptor
WT: wild‐type

## 1 INTRODUCTION

Although cardiac disease has remained a leading cause of death worldwide for the past 15 years (W. H. Organization, 2018) it remains the number one killer of women in the United States (Trexler, Odell, Jeong, Dowell, & Leinwand, 2017). Surprisingly, there is still a dearth of knowledge regarding the specific vulnerabilities of females to cardiac‐related morbidities and mortality. Sexual dimorphism continues to plague scientific studies and advancement, whereby, until of late, many studies exclusively focused on males and male animal models for clinical and preclinical research. Previous work to fill this gap has elucidated key differences between the sexes. For instance, women exhibit protected cardiac function and survival compared to men regarding susceptibility to cardiac disease, an advantage that is eventually lost after menopause. These findings have led to studies examining the contribution of the sex steroid hormone estrogen in female cardiac protection (Blenck, Harvey, Reckelhoff, & Leinwand, 2016; Luczak & Leinwand, 2009). Other factors including diet and exercise have played additional roles in sex differences; for example, females have been shown to be more amenable to voluntary exercise and exhibit more cardiac hypertrophy per kilometer run (Konhilas et al., 2015). Even the basic physiology of cardiac myocytes differs between the sexes. Cardiac myocytes obtained from male rodents contract faster and stronger than cardiac myocytes obtained from their female counterparts, while female myocytes relax more slowly than male myocytes (Parks & Howlett, 2013). Differences between the sexes have been found on every level in rat hearts, in myofibrils, ventricular myocytes, and in whole heart contractility (Trexler et al., 2017). Each of these investigations has been helpful to further decipher the overall contributions of sex differences to the development of heart disease. However, there are still many aspects to be studied that will allow us to better address the health consequences of those who fall victim to these diseases.

Hypertrophic cardiomyopathy (HCM) has been studied as the number one cause of sudden cardiac death among young athletes (Maron, Doerer, Haas, Tierney, & Mueller, 2009). It is the most common inherited cardiac disorder, affecting 1 in 500 individuals in the general public, and possibly as many as 1 in 200 (Semsarian, Ingles, Maron, and Maron, 2015). HCM is diagnosed by the clinical finding of left ventricular (LV) hypertrophy, which is frequently accompanied by decreased LV lumen size and left atrial enlargement (Maron et al., 2014). Functional and genetic studies have firmly linked this disease to sarcomeric mutations (Marian, 2010; Maron & Maron, 2013; Seidman & Seidman, 2011).

Within the sarcomere, cardiac troponin (cTn) is a critical regulator of cardiac muscle contraction. Mutations found in Tn subunits (T, I, or C) have been implicated in hypertrophic, restrictive, and dilated cardiomyopathies (HCM, RCM, and DCM, respectively) with altered overall Ca^2+^ regulation pinpointed as one of the principal driving agents of disease (Willott et al., 2010; Konno, Chang, Seidman, & Seidman, 2010). Distinct sex differences have been observed in mice bearing an HCM linked mutation. For example, a prior study on mice with an HCM‐associated mutation in cTnT has shown sex‐based differences in their capacity to respond to stress. In these studies, adrenergic agonists caused sudden cardiac death in all male mice studied, with no effect in female mice with mutated cTnT (Maass, Ikeda, Oberdorf‐Maass, Maier, & Leinwand, 2004).

As well‐orchestrated Ca^2+^ cycling is deemed critical to maintaining the balance of cardiac health, cTnC, the subunit responsible for binding Ca^2+^ within troponin, has been an obvious target of interest for research. Within the last 10 years, *TNNC1* has been characterized as an HCM–susceptibility gene and mutations found in probands with a clinical diagnosis of cardiomyopathy (Landstrom et al., 2008). The encoded mutant cTnC proteins have been studied for their pathogenic effects in vitro and in vivo (Landstrom et al., 2008; Martins et al., 2015). The A8V variant of cTnC, caused by a point mutation in *TNNC1*, markedly increases myofilament Ca^2+^ sensitivity and kinetics of actomyosin cross‐bridge cycling (Gonzalez‐Martinez et al., 2018; Pinto et al., 2009). Furthermore, the cTnC‐A8V knock‐in mouse model exhibits cardiac morphology similar to human HCM/RCM (Martins et al., 2015).

In this study, we sought to further investigate the overall genetic profile of the cTnC‐A8V mouse, the first HCM cTnC animal model generated and established (Martins et al., 2015). Importantly, we were interested in the underlying causes of disparate cardiac functional outcomes observed between male and female mice. Previous studies on humans have suggested worse outcomes in men with HCM than women (Kubo et al., 2010; Lind et al., 2008). However, based on our physiological results in mice of different sexes, we wanted to determine whether some effects of a specific mutation in cTnC that cause HCM may actually be exacerbated in women. Several RNA‐sequencing based studies implicate genetic modifiers (Christodoulou et al., 2014) or mRNA networks that may play a role in disease expression between the sexes (Harrington et al., 2017). Gaining a better understanding of how this dimorphism is altered in cardiomyopathies of differing etiologies may provide evidence of specific networks of genes that are impacted. Our study further aims to pinpoint common and unique pathways associated with sex differences in the development of cardiac hypertrophy due to altered Ca^2+^ binding properties of cTnC. These investigations afford a more thorough understanding of sex‐dependent vulnerabilities, and therefore provide pathways to consider as possible targets for treating cardiomyopathic disease.

## 2 METHODS

### 2.1 Animals

All experimental procedures followed NIH guidelines and were approved by the Florida State University Animal Care and Use Committee (ACUC). The experimental knock‐in cTnC‐A8V homozygous mice, based upon a human proband (Landstrom et al., 2008), were previously developed and male mice were characterized in our lab (Martins et al., 2015). This study only used homozygous mice to eliminate the age‐related consequences of their heterozygous counterparts which displayed a diseased phenotype only after 14 months of age (Martins et al., 2015). The wildtype mice for this study are the same strain as the cTnC‐A8V homozygous mice, absent the mutations in the alleles of *TNNC1*.

### 2.2 Echocardiography

Echocardiography and analysis were performed using a Vevo 2100 high‐resolution in vivo imaging system and workstation as described previously (Dieseldorff Jones et al., 2019; Parvatiyar et al., 2019). Three‐month‐old male and female mice of both genotypes were maintained under light anesthesia with isoflurane (∼2%) during the procedure. The parasternal short axis view in motion mode allowed assessment of left ventricular systolic and diastolic function and evaluation of morphology. The mitral valve flow parameters were acquired through an apical view using the pulsed‐wave spectral Doppler to be used as an index of diastolic function.

### 2.3 Histopathology

Hearts were excised from 3‐month‐old male and female mice of both genotypes, and perfused with PBS solution before being fixed in 10% formalin. These hearts were then sent to IDEXX laboratories for Masson Trichrome Staining.

### 2.4 Heart Weight/tibia length

All hearts collected for histopathology and RNA‐Seq were weighed before experiments, and tibia lengths of the mice were recorded.

### 2.5 RNA extraction and RNA‐Seq cDNA library preparation

RNA was extracted from left ventricular tissue of both male and female 5‐month‐old HCM and WT mice using the miRNeasy mini kit (Qiagen). Messenger RNA (mRNA) was isolated from the total RNA using an NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs). cDNA libraries were generated from the isolated mRNA using an NEBNext Ultra RNA library prep kit for Illumina (New England Biolabs) and a unique 6 nucleotide index primer (NEBNext multiplex oligos for Illumina) was incorporated into each sample. Library construction was performed according to NEB instructions, modified for use with a Beckman Biomek 4000 at the Florida State University Biological Science core facility. The unique index (barcode) was added to each library to multiplex the sixteen libraries into two lanes of the sequencing run. The multiplexed sample was quantified with qPCR (Kapa Biosystems) specific for Illumina sequencing primers and the average fragment size was determined with a Bioanalyzer high sensitivity DNA chip (Agilent Technologies). Next, 12 pmol of the pooled sample was sequenced, with single end, 100 base reads on an Illumina HiSeq 2500 located in the Translational Science Laboratory at the College of Medicine, Florida State University. The pooled data were demultiplexed into individual sample data and adapter primer sequences were removed during the demultiplexing process.

### 2.6 RNA‐Seq data analysis

Initial quality control analysis of each sequenced library was performed using fastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc ). The sequencing reads were further analyzed using RNA‐Seq Alignment version 1.1.0 (Illumina BaseSpace application). The reads were aligned with Tophat 2 (Trapnell, Pachter, & Salzberg, 2009) to the mouse genome (genome release GRCm38/mm10) using default parameters, and counts for each gene were generated. DESeq2 (Love, Huber, & Anders, 2014) software was used to perform pairwise comparisons to determine statistically significant differentially expressed genes (DEGs) using a False Discovery Rate, FDR, of <0.05. Default settings were used for DESeq2. The WT versus HCM pairwise comparison included 8 replicates for each condition (male and female animals were grouped together for this comparison) and resulted in 4,293 DEGs. 12,928 genes were considered to be expressed in this study by the DESeq2 software (Love et al., 2014), which excludes genes with low counts. A pairwise comparison of HCM male and female animals resulted in 1,069 DEGs and 12,985 genes that were considered to be expressed. These data were further analyzed through the use of IPA software (Ingenuity Pathway Analysis; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). The genes that were significantly upregulated and downregulated in the comparisons were further assessed by GO (Gene Ontology) enrichment using Webgestalt (Wang, Duncan, Shi, & Zhang, 2013; Zhang, Kirov, & Snoddy, 2005). The set of genes considered expressed in our comparisons were used as the reference set to obtain significantly enriched GO terms. Significant enrichment was determined in Webgestalt using the hypergeometric test and the Benjamini‐Hochberg FDR method (Benjamini & Hochberg, 1995) for multiple testing adjustment. GO results were visualized as “TreeMaps” generated in REViGO (Supek, Bosnjak, Skunca, & Smuc, 2011). Venn diagrams were generated at http://bioinformatics.psb.ugent.be/webtools/Venn. Normalized count values that were generated for the statistical pairwise comparisons by the DESeq2 software were used to generate heatmaps using Morpheus (Broad Institute; https://clue.io/morpheus). The raw RNAseq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession No. GSE144098 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144098).

## 3 RESULTS

### 3.1 Hemodynamics and morphology

Cardiac ultrasound of HCM mice revealed hemodynamic and physical dimensions similar to previously reported values (Dossat et al., 2017; Martins et al., 2015) (see Figure 1 and its corresponding Table 1). For example, the HCM mice exhibited a similar disease phenotype with overall thicker left ventricular walls and a smaller chamber size than WT mice, as compared to previous work (see Figure 1a and Table 1). Stroke volume was significantly lower in our model compared to controls (see Figure 1b). Following this trend, diastolic diameters and volumes were also significantly lower in the HCM mice compared to WT (see Figure 1c,d). The morphological changes are reflected in relative wall thickness displayed in these studies. Interestingly, female HCM mice exhibited a statistically significant thickening of the left ventricular wall relative to overall size, also known as relative wall thickness (RWT), compared to WT mice of both sexes (see Figure 1e). Notably, isovolumetric contraction time was significantly altered in HCM females versus HCM males (see Figure 1f). Left ventricular inner diameter during both diastole and systole, cardiac output, systolic diameter, and systolic volume also follow trends where HCM has lower measurements than WT, and female HCM measurements show a trend toward a more detrimental phenotype (see Table 1 and Supplementary Figure S1). Histopathological staining confirmed what was observed by echocardiography. Representative images of HCM mouse hearts showed smaller chamber size and thicker left ventricular wall as compared to the overall size of the heart (Figure 2a). For all mice, heart weights normalized to tibia length were not significantly different among the groups (See Figure 2b).

**FIGURE 1:**
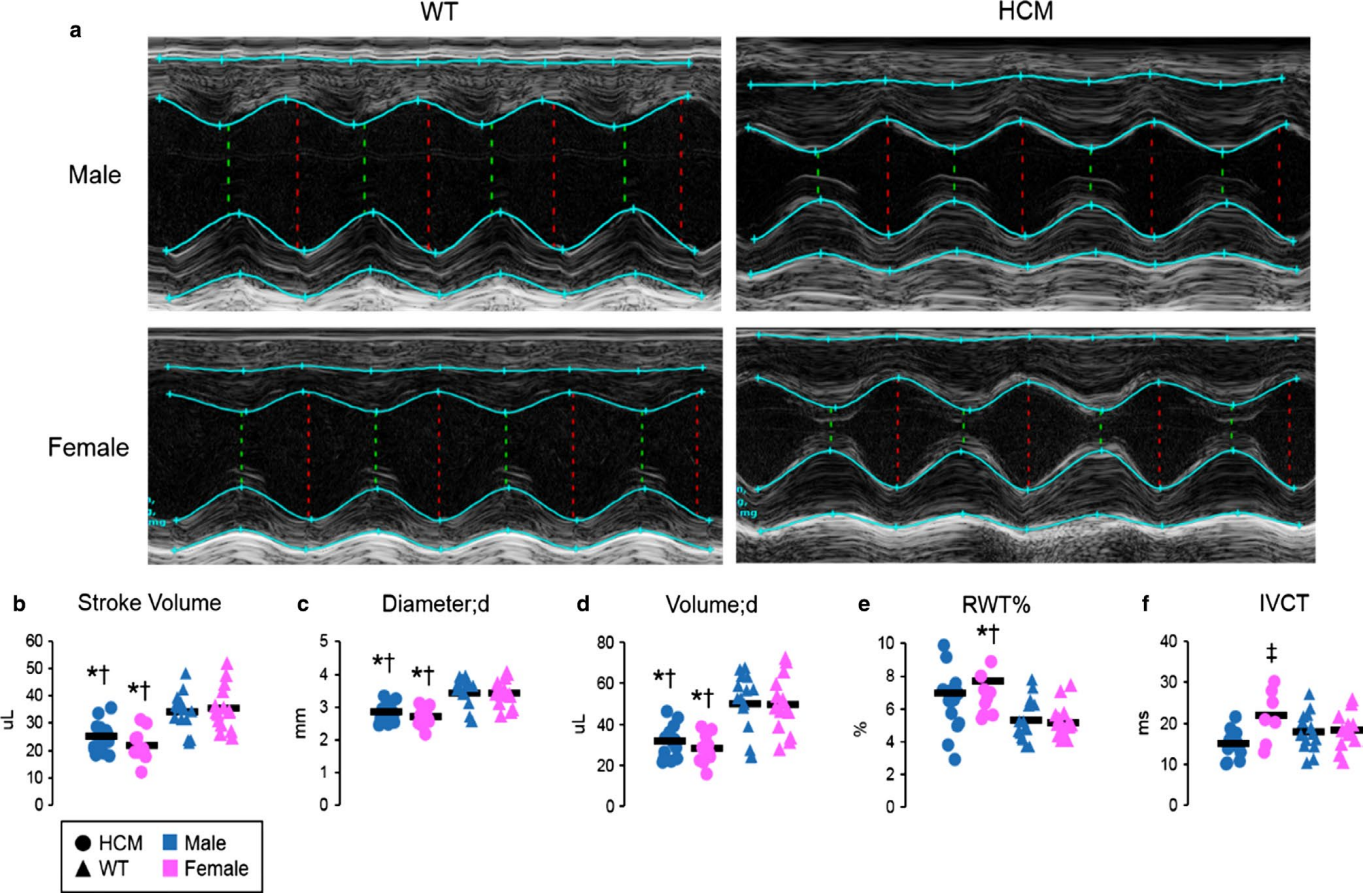
Echocardiography. (a) Representative echocardiography left ventricle images taken from the Vevo 2100 1.6.0 workstation of the motion mode. (b–f) Dot plot representations of stroke volume, diastolic diameter (diameter; d), diastolic volume (volume; d), relative wall thickness (RWT) measurements, and isovolumetric contraction time (IVCT) for HCM versus. WT of each sex. Mean for each group is depicted as a horizontal line. HCM mice are represented with circles. WT mice are represented with black triangles. Symbols for males are blue and females are pink. Statistical analysis was performed using ANOVA with the least significant difference post hoc test. Data are shown as individual points with the mean of each group represented as a solid black line. (HCM males *n* = 14–15; HCM females *n* = 7–11; WT male *n* = 14–15; WT female *n* = 13–15). *p < .05 versus WT‐male within age timepoint. ^†^ *p* < .05 versus WT‐Female within age timepoint. ^‡^ *p* < .05 versus HCM‐male within age timepoint

**Table 1:** Summary of echocardiography parameters

	HCM		WT	
	Male (*n* = 14–15)	Female (*n* = 7–11)	Male (*n* = 14–15)	Female (*n* = 13–15)
Echo parameter				
IVCT (ms)	15.02 ± 0.88	21.83 ± 2.45^‡^	17.96 ± 1.26	18.30 ± 1.20
IVRT (ms)	22.52 ± 1.29^†^	24.88 ± 1.04^†^	20.64 ± 1.41	17.33 ± 0.97
MV E/A	1.57 ± 0.21	1.12 ± 0.18	1.49 ± 0.08	1.45 ± 0.07
LVID;d (mm)	2.78 ± 0.12*, †	2.72 ± 0.08*, †	3.41 ± 0.13	3.45 ± 0.11
LVID;s (mm)	1.62 ± 0.13*	1.46 ± 0.10*	2.16 ± 0.17	1.97 ± 0.11
LVPW;d (mm)	0.98 ± 0.09	1.03 ± 0.08	0.89 ± 0.04	0.87 ± 0.03
LVPW;s (mm)	1.29 ± 0.09	1.37 ± 0.06	1.24 ± 0.06	1.25 ± 0.05
CO (mL/min)	13.10 ± 0.99^†^	10.17 ± 0.75*, †	17.23 ± 1.11	17.91 ± 1.07
Diameter;d (mm)	2.86 ± 0.07*, †	2.73 ± 0.09*, †	3.44 ± 0.12	3.44 ± 0.10
Diameter;s (mm)	1.48 ± 0.10*, †	1.48 ± 0.10*, †	2.05 ± 0.18	2.02 ± 0.12
EF (%)	79.60 ± 2.14	78.73 ± 2.94	70.38 ± 3.14	74.56 ± 2.09
FS (%)	47.74 ± 2.38	46.72 ± 2.84	40.34 ± 2.95	43.18 ± 2.07
LV mass (mg)	102.19 ± 9.89	97.74 ± 6.52	120.05 ± 9.50	117.92 ± 5.76
SV (µL)	25.18 ± 1.37*, †	21.87 ± 1.67*, †	34.09 ± 1.81	35.49 ± 2.05
V;d (µL)	31.69 ± 1.98*, †	28.25 ± 2.12*, †	50.12 ± 3.86	49.73 ± 3.50
V;s (µL)	6.51 ± 0.96*	6.38 ± 1.12*	16.03 ± 2.41	14.24 ± 1.87
RWT (%)	6.96 ± 0.69	7.71 ± 0.72*, †	5.30 ± 0.33	5.17 ± 0.26
HR (bpm)	521.69 ± 28.50	468.17 ± 13.74	502.80 ± 10.15	504.09 ± 7.62

Note

Data are presented as AVG ± *SEM*.

Abbreviation: IVCT, isovolumetric contraction time; IVRT, isovolumetric relaxation time; MV E/A, mitral valve early‐peak‐flow to atrial‐peak‐flow velocity ratio; LVID;d/s, diastolic/systolic left ventricular internal diameter; LVPW;d/s, diastolic/systolic left ventricular posterior wall thickness; CO, cardiac output; Diameter;d/s, diastolic/systolic diameter; EF, ejection fraction; FS, fractional shortening; LV Mass, left ventricular mass; SV, stroke volume; V;d/s, diastolic/systolic diameter; RWT, relative wall thickness; and HR, heart rate. RWT was calculated as follows: ([(2 × LVPW;d)/(10xDia;d)]×100). ANOVA with least significant difference post hoc test.

* *p* < .05 versus WT‐male within age timepoint.

^†^ *p* < .05 versus WT‐female within age timepoint.

^‡^ *p* < .05 versus HCM‐male within age timepoint.

**FIGURE 2:**
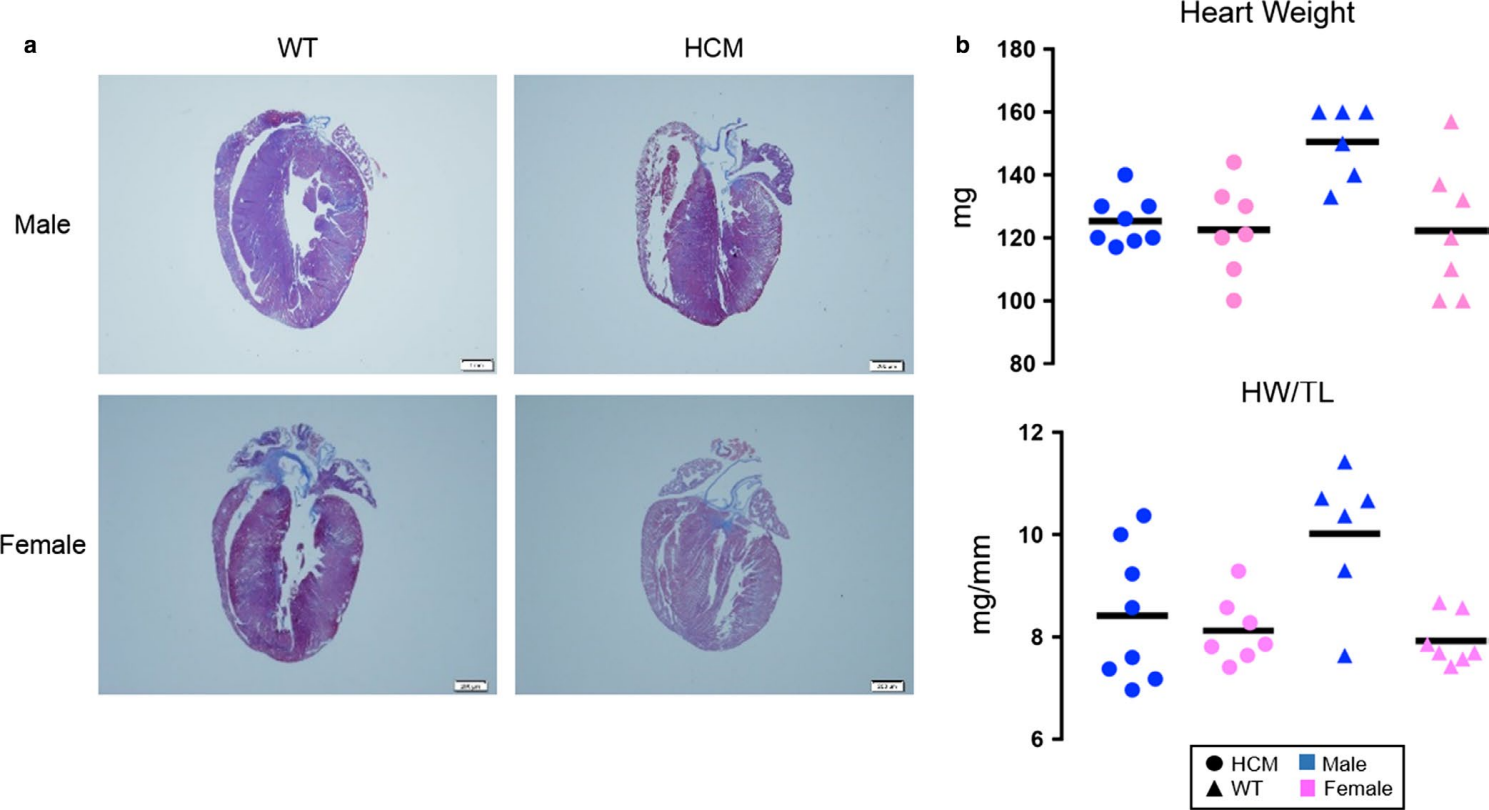
Cardiac morphology and size. (a) Representative cardiac images with Masson Trichrome staining. (b) Dot plot representation of heart weight for each mouse (above). Dot plot representation of heart weight normalized to tibia length (HW/TL) ratios for each mouse (below). The mean for each group is depicted as a horizontal line. HCM mice are represented with circles and WT mice are represented with triangles. Symbols for males are blue and females are pink. HCM males *n* = 8, HCM females *n* = 7, WT males *n* = 6, and WT females *n* = 7. There was no statistical significance among the groups. Statistical analysis was performed using ANOVA with the least significant difference post hoc test

### 3.2 RNA sequencing

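Poly(A)-selected RNA from the left ventricle was sequenced for 16 mice, each with its own number, and the labels place 4 mice in each of the groups HCM male, HCM female, WT male and WT female. HCM mice carry a point mutation in Tnnc1, the gene of cardiac troponin C, which binds calcium on the thin filament. Tnnc1 lies on the plus strand of chromosome 14 from 31208312 to 31211729 (GRCm38) and was measured at 3569 ± 450.4 CPM (counts scaled by TMM-normalized library size) in HCM and 2688 ± 258 CPM in WT left ventricles (mean ± SD, n = 8 each; log2 fold change 0.41 ± 0.08 SE, adjusted p = 0.0012 by edgeR). A point mutation does not show in counts per gene, so they do not check a genotype. Xist, the RNA made by the inactive X chromosome of females, and 4 Y-linked genes do check the sex labels. In 1 library, that of mouse 1014, Xist was at 1.41 CPM and all 4 Y-linked genes were expressed, although its label reads female. This library is kept in its labelled group and called the library labelled HCM female 1014, and the direction of the named genes and lists of the HCM sex comparison is also given without it.

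The authors aligned single-end reads to GRCm38 with TopHat 2 and deposited a table of whole-number counts per gene, which hold no normalization. The counts of the 16 libraries sum to 197741054, where the paper gives 334706962 sequenced reads, and all values here use the counts. Counts per library ranged from 6821234 to 13604275 in HCM females (median 12315909.5), from 10849894 to 17078394 in HCM males (median 12990588.5), from 12089054 to 15109152 in WT females (median 12770284) and from 9846275 to 13853801 in WT males (median 11167705.5). The labels give an age of 159 days for HCM females 981, 984 and 988, 132 days for the library labelled HCM female 1014, 152 days for HCM male 1009 and 150 days for all others, where the paper gives 5 months, so that no library labelled HCM female shares an age with a library of another group. The annotation, the counting program and the strand setting are not given in the sources used here, so a gene that overlaps another on the opposite strand may hold reads of both. Of the 24421 gene entries, 27 have names that were turned into dates and were left out. Library sizes were normalized with TMM, genes with low counts were removed with filterByExpr, and groups were compared with edgeR's quasi-likelihood test, with a gene called at a false discovery rate under 0.05. Fold changes are on the log2 scale with their standard error (SE).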

RNA sequencing was performed with both male and female 5‐month‐old HCM and WT left ventricles to compare transcriptional changes due to sex and disease (see Supplementary Table S1). Sequencing yielded a total of 334,706,962 reads across the 16 samples. 96.9% of the transcripts were mapped to the mouse genome.

To view the overall spread of the gene expression data, we performed principal component analysis (PCA) using DESeq2 and based on variance stabilized read counts for the 500 most variant transcripts (see Figure 3). The first principal component explains 35% of the total variance and the second explains 16%. Thus, these first two principal components together explain more than half of the total variance in the dataset. 

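Most of the spread among the 16 left ventricles lay on a pair of axes. Over the 500 genes with the largest variance after variance stabilization, the first principal component held 34.6% of the variance and the second held 23.3%, 57.9% together. The third held 8.39%. Left out 1 library at a time, the share of PC1 ranged from 32.6% to 37.9% and that of PC2 from 21.2% to 24.3%. Over all tested genes in place of 500, PC1 held 35.8% and PC2 16.7%. Over the 500 most variable autosomal genes, an alternative chosen after seeing the data, PC1 held 40.1% and PC2 14.6%.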

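All 8 HCM left ventricles scored above all 8 WT left ventricles on PC1. The mean score was 7.39 ± 4.04 in HCM and -7.39 ± 1.27 in WT mice (mean ± SD, n = 8 each). The lowest HCM score was 0.00503, in HCM male 1028, and the highest WT score was -5.53. HCM mice were spread more widely along this axis than WT mice. The difference gave p = 0.000155 in a two-sided exact permutation test, which is the smallest p that 8 against 8 libraries can give.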

HCM and WT samples are divided along the PC1 axis, confirming a distinct cardiac transcriptomic difference between the HCM and WT mice. Female and male mice within each genotype also make distinct clusters along the PC2 axis, indicating sex‐specific transcriptomic changes for both mouse lines.

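On PC2, WT males scored 4.80 ± 0.329 and WT females -7.50 ± 2.91 (mean ± SD, n = 4 each), with no overlap, and the two-sided exact permutation test gave p = 0.0286, the smallest that 4 against 4 libraries can give. HCM males scored 6.42 ± 1.47 and mice labelled HCM female -3.72 ± 5.92, with p = 0.0571 by the same exact test. HCM females 981, 984 and 988 scored -3.28, -9.03 and -6.98. The library labelled HCM female 1014, which carries Y-linked transcripts, scored 4.41, above the lowest HCM male (4.39, mouse 1025). Over all tested genes or the 1000 most variable genes the HCM sexes did not overlap on PC2 (exact permutation p = 0.0286). They overlapped on log2 CPM (0.0571) and over the 500 most variable autosomal genes, chosen after seeing the data (0.0857).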

**FIGURE 3:**
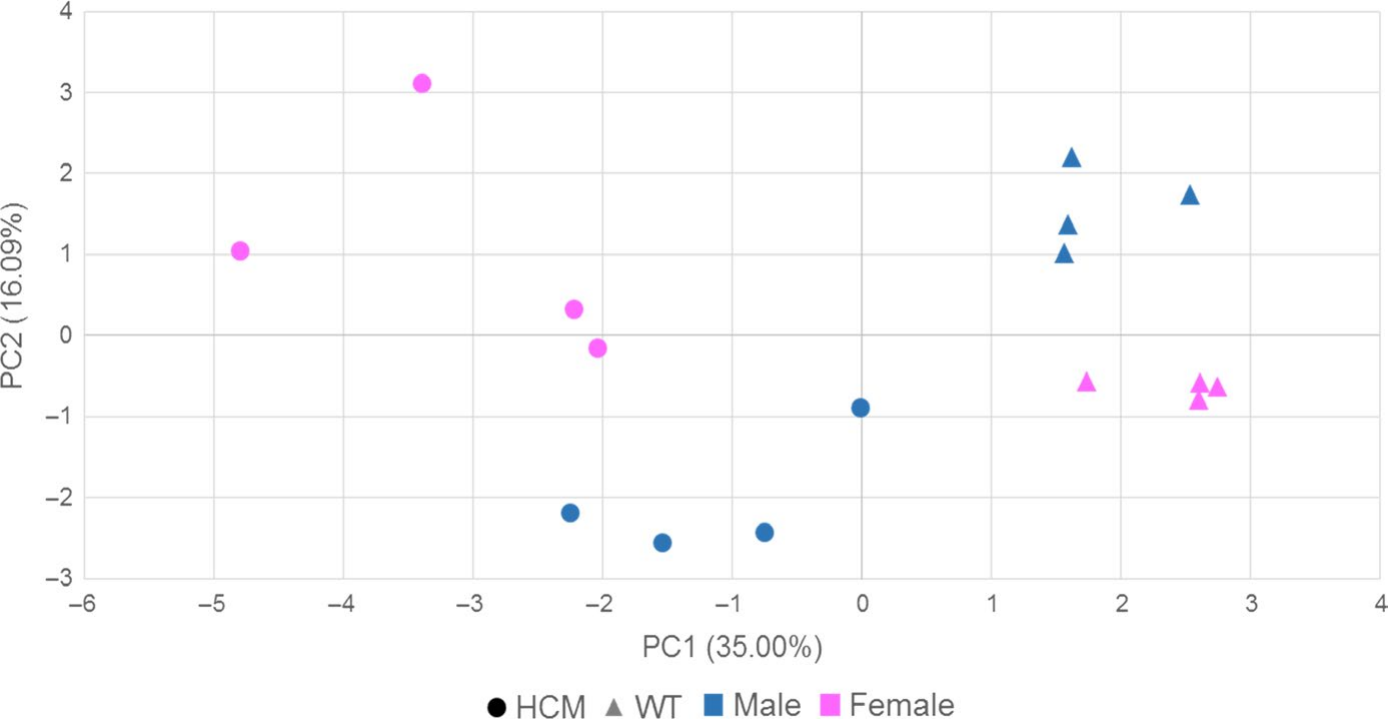
Principal component analysis. Normalized and variance stabilized transcript expression data from the top 500 most variant transcripts in the dataset were used to generate this PCA plot. Each axis displays the percent variance by each principal component. Females are represented in pink, males are represented in blue, HCM mice are represented as circles, and WT mice are represented as triangles

To further investigate differences among our groups we conducted differential expression analysis to pinpoint statistically significant changes of expression between HCM mice and controls (all (male and female) animals were grouped for the pairwise comparison). This screening identified 4,293 altered genes. 

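Many genes differed between HCM and WT left ventricles, among them genes of the extracellular matrix. Loxl1, an enzyme that cross-links elastic fibers, was at 56.0 ± 9.73 CPM in HCM and 28.2 ± 3.69 CPM in WT mice (n = 8 each; edgeR log2 fold change 0.99 ± 0.10, adjusted p = 1.2e-05). Col5a3, a chain of type V collagen, rose by 1.31 ± 0.14 on the log2 scale, from 15.2 ± 2.70 to 37.5 ± 7.79 CPM (edgeR adjusted p = 1.8e-05, n = 8). Nkiras1, an inhibitor of NF-κB signaling, was also higher (log2 fold change 0.70 ± 0.07, adjusted p = 3.3e-06). Ubr2, a ubiquitin ligase of the N-end rule, was lower in HCM (117 ± 14.2 against 209 ± 21.5 CPM; log2 fold change -0.84 ± 0.08, adjusted p = 3.3e-06). Ccbe1, a matrix protein needed for lymphatic growth, and Il17rd, which dampens FGF signaling, had log2 fold changes of -1.69 ± 0.17 (adjusted p = 7.4e-06) and -0.67 ± 0.07 (adjusted p = 1.0e-05). Il17rd lies within 10 Mb of Tnnc1.

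Of 12907 genes tested with the sexes grouped, 3980 were called, 1993 higher and 1987 lower in HCM, and 188 of them changed more than 2-fold (102 higher, 86 lower). The median size of a called change was 0.34 on the log2 scale. With upper-quartile in place of TMM scaling, 2465 genes were higher and 1630 lower (60.2% higher, against 50.1%).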

A heat map was formulated based on the top 25 most significantly upregulated and top 25 most significantly downregulated transcripts (see Figure 4 and Supplementary Table S2). 

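The gene with the smallest p was Ogdhl, a relative of the TCA-cycle enzyme Ogdh, which was close to silent in HCM left ventricles (edgeR adjusted p = 4.2e-11). Ogdhl lies within 10 Mb of Tnnc1. Among the other genes with the smallest p, 4930452B06Rik rose by 2.02 ± 0.15 on the log2 scale (9.45 ± 1.49 CPM in HCM, 2.32 ± 0.659 CPM in WT; edgeR adjusted p = 1.2e-07, n = 8 each). Tnfrsf1a, a receptor of tumor necrosis factor, was higher by 0.51 ± 0.06 (adjusted p = 1.8e-05). Lower genes included Inadl, a cell polarity protein (-0.96 ± 0.08, adjusted p = 2.4e-06), Mknk2, a kinase that phosphorylates eIF4E (-0.64 ± 0.07, adjusted p = 1.1e-05), and P2ry1, a receptor of extracellular ADP (-0.87 ± 0.10, adjusted p = 1.8e-05). Taking the 25 higher and 25 lower genes with the smallest p by edgeR, 13 of the 50 are in Supplementary Table S2, of which 1 is higher and 12 are lower in HCM. Nkiras1, higher by 0.69 on the log2 scale by DESeq2 (adjusted p = 1.2e-19), is not in that table. The genes of the table may thus be ranked otherwise than by p, so the 13 do not measure how far the 2 analyses match.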

From this information, we ran hierarchal clustering on normalized data from all 16 animals, which indeed segregated the transcripts based on genotype and further into male and female further confirming sexual dimorphism.

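The 25 higher and 25 lower genes with the smallest p parted the 16 left ventricles by genotype. All 8 HCM mice fell on 1 branch and all 8 WT mice on the other, with 0 mice out of place, by correlation distance, by Euclidean distance and over the 500 most variable genes. These 50 genes were chosen because they differ between the genotypes in the same mice, so their split by genotype is not independent evidence. Within HCM, the first branch set HCM male 1028 apart from the other 7 mice in all 3 settings. Within WT, the first branch set WT male 1058 apart by correlation distance and WT female 1046 apart by Euclidean distance. A first branch of 1 mouse against 7 leaves 3 of the 8 out of place by sex whatever the data show. Such a branch cannot show whether the sexes part below it. Over the 500 most variable genes, WT males and WT females parted with 0 mice out of place, while the first HCM branch again set 1 mouse apart. The library labelled HCM female 1014 stayed with the larger HCM branch.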

**FIGURE 4:**
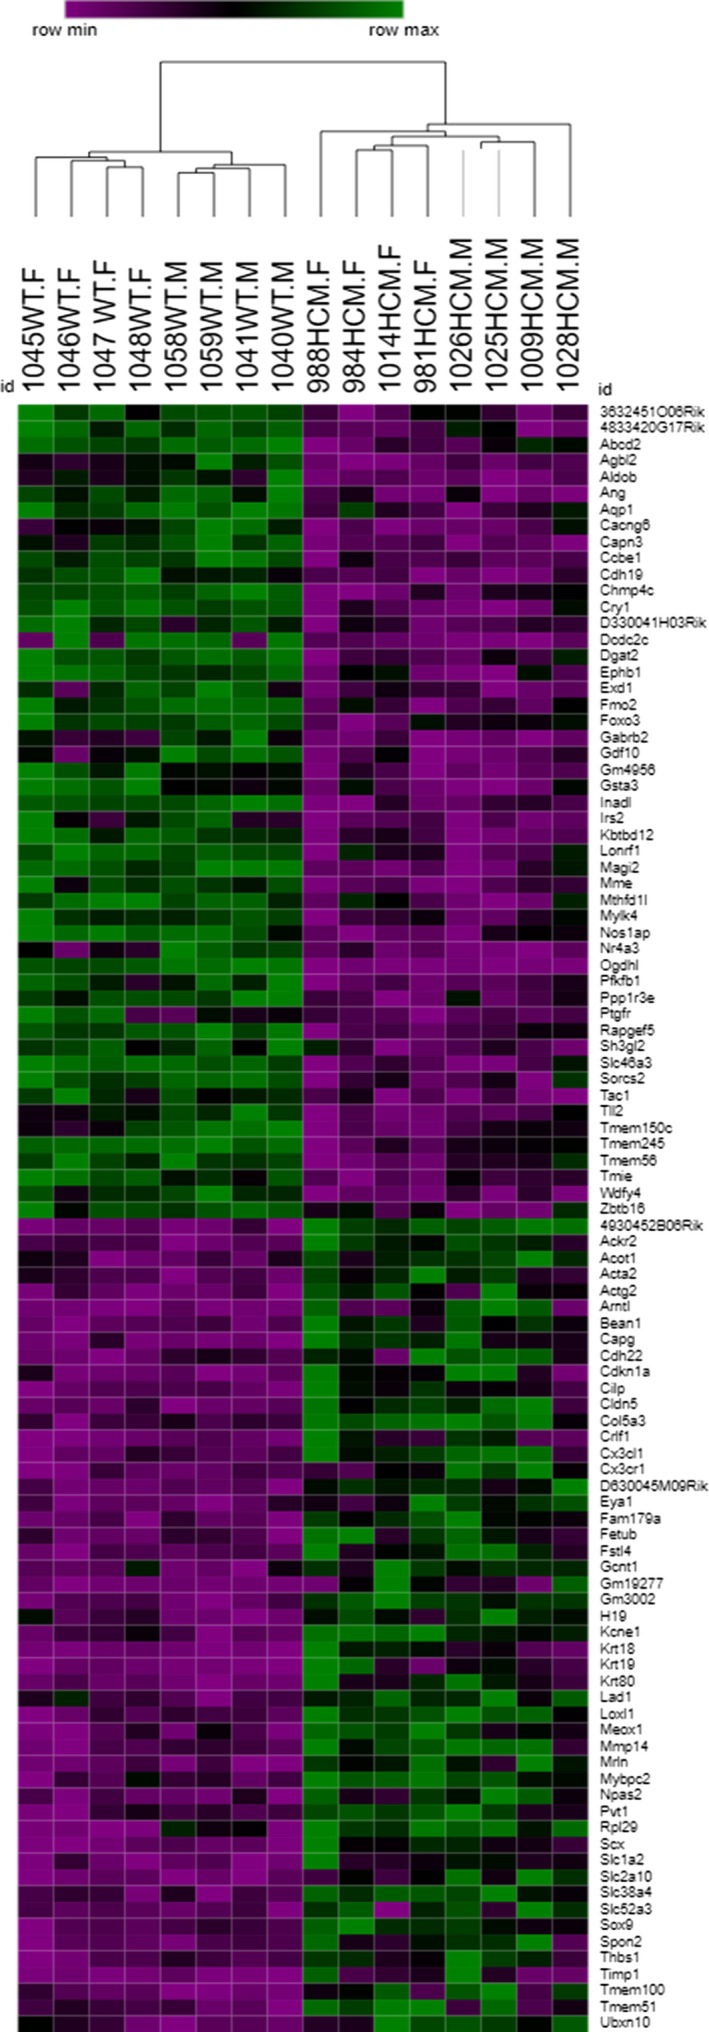
Sex‐specific patterns in transcriptome regulation. The hierarchical clustering and heat map of the normalized expression values of 25 most upregulated (top section) and 25 most downregulated (bottom section) genes. Upregulated expression in the HCM mouse compared to WT is represented as green and downregulated expression as purple. Mouse IDs with a noted HCM.M are HCM males; HCM.F, HCM females; WT.M, WT males; and WT.F, WT females

### 3.3 Transcriptomic pathology

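The genes that the study lists for eIF2 signaling are mostly proteins of the cytosolic ribosome, and 62 of the 66 were higher and 4 lower in HCM than in WT left ventricles. The genes listed for actin nucleation by ARP-WASP, which builds branched actin filaments, were higher in 8 of 9 cases and lower in 1. Of the 5 glutathione redox genes, 4 were called higher over all genes and 5 when adjusted over the list alone. Those of integrin-linked kinase (ILK) signaling went both ways, with 9 higher and 10 lower of 19 tested, as did those of VDR/RXR activation, with 5 higher and 5 lower of 10. The listed genes of the metabolic pathways were lower, namely all 4 of the TCA cycle, all 5 of methionine degradation, all 6 of valine degradation and 13 of 17 inositol phosphate genes, of which 4 were higher. All these counts use edgeR, and apart from glutathione redox the counts adjusted over the list alone were equal.

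These lists were drawn by the study from the same 16 libraries, so their counts are not independent evidence of a direction. The p-values of these lists were not adjusted over lists. Against all other genes, camera with its preset correlation gave unadjusted p = 3.0e-25 for eIF2 signaling, which became unadjusted p = 0.067 with an estimated correlation. The lists of ARP-WASP, glutathione redox, TCA cycle, inositol phosphates, methionine and valine degradation had unadjusted p = 0.0120, 0.00329, 0.0127, 0.0212, 0.0377 and 0.00604 with an estimated correlation. ILK signaling and VDR/RXR activation had camera unadjusted p = 0.896 and 0.753.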

Analysis of the sequencing results obtained for HCM and WT mice (male and female data grouped together for each set) showed a notable, overall increase in expression of molecules within the following canonical pathways: Eukaryotic initiation factor 2 (eIF2) signaling, integrin‐linked kinase (ILK) signaling, Actin Nucleation by actin‐related protein‐Wiskott‐Aldrich syndrome family protein (ARP‐WASP) complex, and Glutathione Redox Reactions I. There was also a notable, overall decrease in expression for molecules within the following canonical pathways: Valine Degradation, tricarboxylic acid (TCA) Cycle II (Eukaryotic), Superpathway of Methionine Degradation, and Superpathway of Inositol Phosphate Compounds (see Figure 5 and Supplementary Table S3). 

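Genes of the cytosolic ribosome rose together in HCM left ventricles. Of 79 ribosomal protein genes tested, 74 were higher and 0 lower (75 and 0 when adjusted over the list alone), with a median log2 fold change of 0.38. Rpl3, which lines the peptidyl transferase center, rose from 138 ± 15.5 to 241 ± 41.7 CPM (mean ± SD, n = 8 each; edgeR log2 fold change 0.80 ± 0.10, adjusted p = 4.7e-05). Rpl5, which binds 5S rRNA in the large subunit, rose by 0.46 ± 0.08 (adjusted p = 0.00040). Among 76 mitochondrial ribosomal protein genes, 23 were higher and 1 lower (27 and 1 over the list alone; median 0.13). Of 27 translation initiation factors, 10 were higher and 0 lower (11 and 3 over the list alone). Eif1a, which takes part in start codon selection, and Eif3i, a subunit of eIF3, rose by 0.37 ± 0.08 (adjusted p = 0.0028) and 0.24 ± 0.06 (adjusted p = 0.0040).

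The list of cytosolic ribosomal proteins was fixed before the counts were examined, but for a pathway that the study had found in these libraries. It is therefore not independent evidence that this pathway changes. The list gave camera adjusted p = 1.6e-29, and adjusted p = 0.502 with an estimated correlation. Mitochondrial ribosomal proteins gave 1.4e-05, and adjusted p = 0.502 with an estimated correlation, and initiation factors gave 0.0955. Across genes, which are not independent replicates, log2 fold change fell with gene length (Spearman correlation -0.365). With length and GC content as offsets, 68 ribosomal protein genes were higher and 2 lower, and in a list test with them, chosen after seeing the data, the mitochondrial list had camera adjusted p = 0.42. Reads of ribosomal protein genes can be shared with their many pseudogenes.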

Further gene ontology analysis of biological processes, cellular components, and molecular function for the HCM versus WT comparison confirmed previous pathways of altered ribosomal activity, likely the eIF2 pathway (see Supplementary Figures S2, S3 and S4).

**FIGURE 5:**
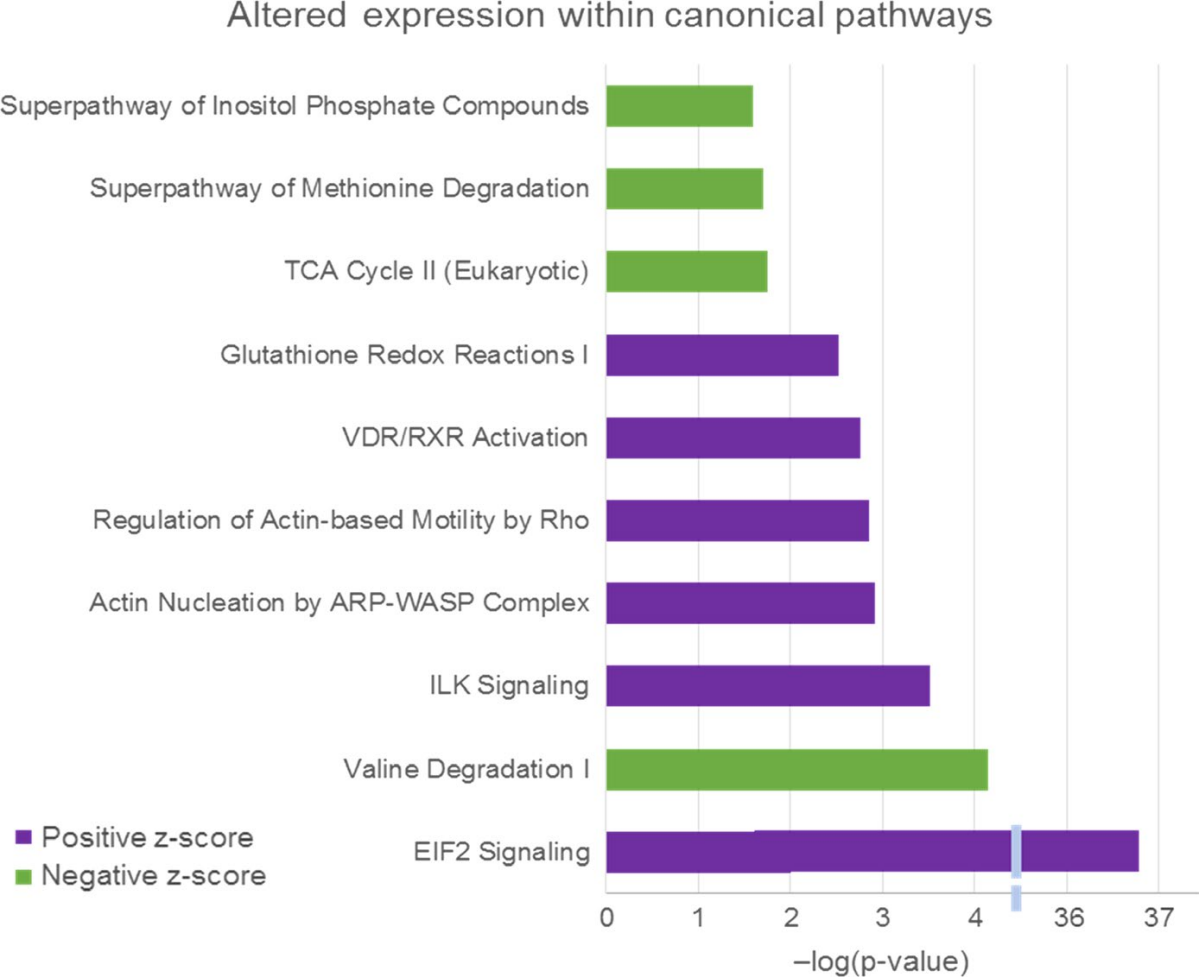
IPA differential expression analysis. The most significantly altered canonical pathways for the HCM versus WT comparison are represented in the bar graph. Positive z‐scores (upregulation) are represented in purple and negative z‐scores (downregulation) are shown in green. These results were filtered to only display the pathways that exhibited a greater than ± 2 z‐score of significance

### 3.4 Transcriptomic sex differences

The canonical pathways found to be altered in the HCM versus WT comparison, with sexes grouped for each set (reference Figure 5 and Supplementary Table S3), were subsequently examined within the male versus female HCM pairwise comparison. 

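Few genes passed edgeR's test over the HCM libraries alone between mice labelled HCM female and HCM males. Most of those that did were lower in mice labelled HCM female. Ctgf, a matricellular protein induced by TGF-β, was higher in mice labelled HCM female (159 ± 23.7 CPM) than in HCM males (65.7 ± 13.1 CPM; mean ± SD, n = 4 each; edgeR log2 fold change 1.28 ± 0.15, adjusted p = 0.024). Ctgf lies on chromosome 10 from 24595442 to 24598683. Kcne1, a regulatory subunit of a potassium channel of repolarization, was at 22.4 ± 1.60 and 12.1 ± 1.19 CPM (0.90 ± 0.10, adjusted p = 0.024). Hcn4, the main pacemaker channel, lies on chromosome 9 from 58823412 to 58863175 and was lower in mice labelled HCM female (2.58 ± 0.321 against 6.90 ± 2.20 CPM; -1.41 ± 0.24, adjusted p = 0.038). Best3, a chloride channel of the bestrophin family, and Rgs5, a regulator of G-protein signaling in pericytes, were lower too (-1.29 ± 0.19, adjusted p = 0.032 and -0.56 ± 0.09, adjusted p = 0.032). Mtr, which makes methionine from homocysteine, was at 70.2 ± 17.2 against 131 ± 18.0 CPM (-0.88 ± 0.16, adjusted p = 0.044). Without 984, 988, 1009, 1025 or 1028 the calls ended of Hcn4 (adjusted p = 0.0957, 0.1005, 0.106, 0.104 or 0.0597), of Rgs5 (0.0667, 0.0851, 0.106, 0.0962 or 0.0502) and of Mtr (0.0957, 0.129, 0.119, 0.107 or 0.0682, and 0.0569 without 1014), in the same order. The call of Best3 ended without the first 4 of these (0.0674, 0.0851, 0.106 or 0.0962), that of Ctgf without 984 (0.0667) or 1009 (0.0694) and that of Kcne1 without 1009 (0.0694). Without the library labelled HCM female 1014 all 6 genes kept their direction, with log2 fold changes of 1.36 (Ctgf), 0.95 (Kcne1), -1.49 (Hcn4), -1.34 (Best3), -0.56 (Rgs5) and -0.89 (Mtr).

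Of 13027 genes tested, 108 were called, 21 higher and 87 lower in mice labelled HCM female, and 3030 had an unadjusted p under 0.05. With upper-quartile scaling 67 were higher and 87 lower (43.5% higher, against 19.4%). Of the 108 genes, 2 are X-linked, 0 Y-linked and 106 autosomal. DESeq2 called 1043 (400 higher, 643 lower), among them all 108 in the same direction. A fit of all 16 libraries in 4 groups called 1533 (639 higher, 894 lower), and edgeR with no filter on low counts called 304 (80 higher, 224 lower). Without the library labelled HCM female 1014, 186 genes were called by edgeR (81 higher, 105 lower), and without 984, 988 or 1025 most of the few called genes were higher. The edgeR count was 0 without HCM male 1009, 3 without 984, 3 without 988, 7 without 1025, 44 without 1026, 44 without 1028 and 391 without 981.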

The pathways that were altered followed the trends of overall up‐ or down‐regulation that were noted in the HCM versus WT comparison that grouped the sexes within each set (see Supplementary Table S4). Notably, however, there is a stronger expression in the females for these pathways.

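Cytosolic ribosomal proteins and endoplasmic reticulum chaperones, which were higher in HCM than in WT mice, had positive median log2 fold changes between mice labelled HCM female and HCM males, and the lists of amino acid, TCA, methionine and inositol phosphate genes had negative ones. The median was 0.30 for ribosomal proteins, with 0 of 80 called over all genes by edgeR and 71 higher and 0 lower when adjusted over the list alone. Chaperones had a median of 0.28, with 0 of 22 called over all genes, and 9 higher and 1 lower over the list alone. Hspa5, the central chaperone of that compartment, was at 0.25 ± 0.11 (adjusted p = 0.21). For branched-chain amino acid degradation and the TCA cycle the medians were -0.10 and -0.15, with 0 called of 31 and of 26, also over the list alone. Methionine degradation had 1 lower of 20 over all genes (Mtr) and 2 lower over the list alone (median -0.11), and inositol phosphate metabolism 0 of 60 and 2 lower over the list alone (median -0.10). Glutathione redox genes had a median of 0.11 and ILK and focal adhesion genes of -0.02, with 0 called of 26 and of 29, also over the list alone. Genes of ARP2/3, WASP and their regulators had 0 of 38 called and 3 higher and 1 lower over the list alone (median 0.05), and VDR and RXR genes 0 of 25 and 4 higher and 5 lower over the list alone (median -0.08).

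Beside these counts of 0, an unadjusted p under 0.05 was found for 72 ribosomal proteins and 13 chaperones higher (0 and 1 lower), for 8 amino acid and 7 TCA genes lower, for 2 inositol phosphate genes higher and 12 lower, for 5 glutathione genes higher and 2 lower, for 4 ILK genes higher and 3 lower, for 10 ARP2/3 genes higher and 3 lower and for 5 VDR genes higher and 7 lower. DESeq2 called 43 ribosomal proteins higher, 7 chaperones higher and 1 lower, 2 amino acid, 5 TCA and 5 inositol phosphate genes lower, 1 glutathione gene each way, 2 ILK genes lower, 3 ARP2/3 genes each way and 4 VDR genes higher and 5 lower. Camera gave adjusted p = 5.1e-27, 3.0e-06, 0.00639, 0.00386, 0.0362 and 0.00464 for ribosomal proteins, chaperones, amino acid, TCA, methionine and inositol phosphate lists, and adjusted p = 0.573, 0.573, 0.626, 0.626, 0.605 and 0.573 with an estimated correlation. Without HCM male 1028 the amino acid, TCA and methionine lists gave 0.217, 0.0688 and 0.217, and without 984 or 988 the methionine list gave 0.0690 or 0.0644. For ILK, ARP2/3, VDR and glutathione lists camera gave 0.680, 0.231, 0.511 and 0.262. Without the library labelled HCM female 1014, 11 ribosomal protein genes and 2 chaperones were called higher over all genes and 0 lower, Hspa5 was at 0.33, and the medians of all 10 lists kept their sign. For the sex by genotype interaction edgeR called 0 ribosomal protein genes (28 over the list alone, 51 at an unadjusted p under 0.05, 2 by DESeq2), with camera adjusted p = 5.0e-22, and adjusted p = 0.421 with an estimated correlation.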

To further investigate the extent of sex differences within the transcriptomic profile of our HCM mice, we first chose to eliminate differences shared among the WT Male versus Female comparison and the HCM Male versus Female comparison in order to remove from consideration differences occurring naturally from being male and female. 

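In WT left ventricles the genes with the smallest p between the sexes include X-linked genes that escape X inactivation. Kdm6a, a histone demethylase, was at 44.9 ± 3.15 CPM in WT females and 22.4 ± 3.11 CPM in WT males (mean ± SD, n = 4 each; edgeR log2 fold change 1.00 ± 0.09, adjusted p = 6.9e-05), and Eif2s3x, the gamma subunit of eIF2, was at 197 ± 4.64 and 124 ± 3.41 CPM (0.67 ± 0.05, adjusted p = 1.0e-05). Ddx3x and Kdm5c were higher in WT females by 0.67 and 0.68. Among autosomal genes, Hsd11b1, which regenerates active glucocorticoid, was lower in WT females (9.61 ± 0.450 against 25.6 ± 2.05 CPM; -1.41 ± 0.09, adjusted p = 8.1e-07). Its log2 fold change between the HCM sexes was -0.69 ± 0.26 (adjusted p = 0.16) with the library labelled HCM female 1014, and -1.07 ± 0.15 (0.0194) without it, a call that the 4-group fit also made (0.0413). Over all alternatives its adjusted p in HCM ranged from 3.3e-06 to 0.333. Slit3, a guidance cue, and Camk2b, a calcium-dependent kinase, were lower by -0.87 and -0.87 on the log2 scale.

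Of 12867 genes, 302 were called, 103 higher and 199 lower in WT females. With upper-quartile scaling 116 were higher and 116 lower (50.0% higher, against 34.1%). Of the 302 genes, 21 are X-linked, 4 Y-linked and 277 autosomal. DESeq2 called 532, and a fit of all 16 libraries in 4 groups called 48, of which 46 were among the 302. Without 1 library the count was 145 without WT male 1058, 132 without 1059, 145 without 1040, 102 without 1041, 164 without WT female 1046 and 105 without 1047.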

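By edgeR and DESeq2, genes called between the sexes in both genotypes were mostly higher in males, while a fit of all 16 libraries in 4 groups called 9 higher in females and 8 higher in males in both, among 19 genes. Of 12746 genes tested in both comparisons, edgeR called 108 in HCM and 298 in WT, and 10 in both, where 2.53 would be shared by chance (Fisher's exact test, two-sided, odds ratio 4.37, p = 0.000215, counting genes, which are not independent replicates). Of the 10, 0 were higher in females in both genotypes (0.166 by chance) and 8 were higher in males in both (1.34 by chance). These 8 include Mal, a myelin and raft protein (log2 fold change female against male -0.91 in HCM and -0.68 in WT), Myo5b, a motor of endosome traffic (-0.71 and -0.53), and Wfs1, an endoplasmic reticulum membrane protein (-0.60 and -0.25). Also among them are Arhgef19, Herc3, Tmem150c and 2610507B11Rik.

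The library labelled HCM female 1014, with little Xist and with Y-linked transcripts, is part of the HCM comparison. Without it 27 genes were called in both, 9 higher in females and 16 higher in males, and Xist, Kdm6a, Eif2s3x and the 4 Y-linked genes are among the 27. The count of 0 higher in females also changed with this library kept, to 9 in the 4-group fit, 3 without 981 and 1 without WT male 1058 or WT female 1045. Left out 1 at a time, a set of alternatives chosen after seeing the data, the count of genes called in both was 0 without HCM female 984 or HCM male 1009, 1 without 988 or 1025, 3 without 1028 or WT male 1041, 5 without WT female 1047, 6 without HCM male 1026 or WT male 1059 and 30 without HCM female 981. DESeq2 called 1040 and 523 of 12942 genes, of which 104 were called in both (42.0 by chance), 23 higher in females and 74 higher in males.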

About 106 genes are differentially expressed in both WT and HCM male versus female comparisons (see Figure 6a). However, within those 106 genes, 7 genes exhibited a complete flip in expression within genotypes when taking sex into account. 

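In edgeR, 2 genes were called in both sex comparisons with opposite directions, Ier5 and Tspyl4, where 1.01 would be by chance. Ier5, an immediate early gene, was higher in mice labelled HCM female than in HCM males and lower in WT females than in WT males. Tspyl4, a protein of the nucleosome assembly family, went the other way in each genotype. Adjusted over the 7 genes of the study alone, all 7 passed in both genotypes with opposite directions, but the study chose them on these libraries, so this is not independent evidence. The sex by genotype interaction, which tests the difference itself, was called for 53 of 13287 genes (for 13 the difference of females minus males was larger in HCM than in WT and for 40 it was smaller), and 6 of the 7 genes are among them. Since the study chose the 7 genes for opposite fold changes in these libraries, their interactions are not independent evidence either.

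DESeq2 called all 7 genes in opposite directions, where 19.1 would be by chance. Without the library labelled HCM female 1014 the edgeR count of opposite genes was 2, namely Ier5 and, in place of Tspyl4, Abca1. Leaving out the others, likewise chosen after seeing the data, gave 1 without 1040, 1047 or 1026 and 0 without 1041, 984, 988, 1009, 1025 or 1028. The interaction was called for 373 genes by DESeq2, and by edgeR for 9 without 1041, 10 without 1058 or 988, 12 without 1046 or 1025, 13 without 1045, 984 or 1009, 16 without 1047, 21 without 1040, 27 without 1059, 102 without 1014 and 255 without 981.

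**Figure D1:**
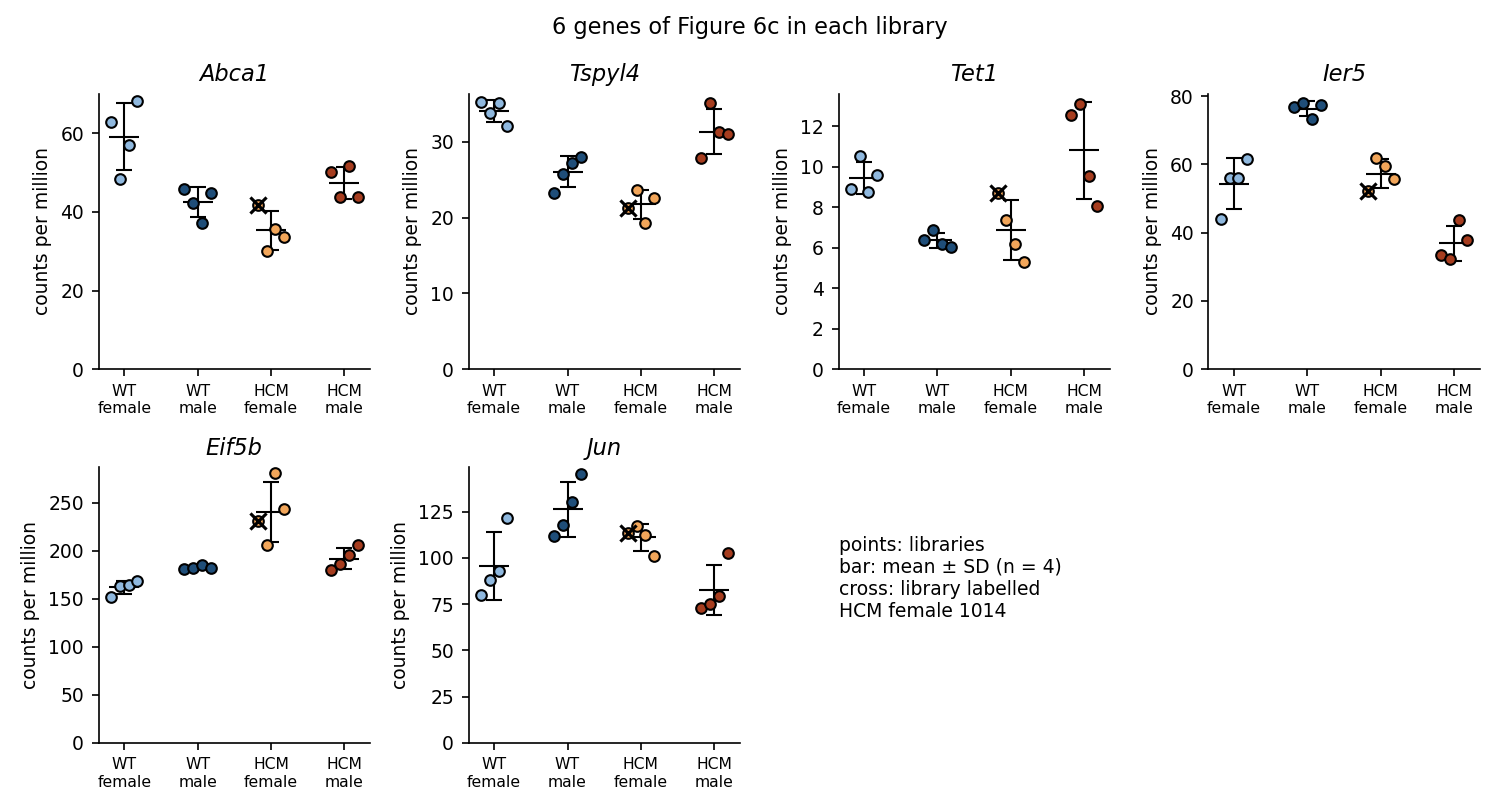
CPM of 6 of the 7 genes in each left ventricle, by sex and genotype, with the mean and SD of 4 libraries per group; the cross marks the library labelled HCM female 1014. Tet1 is at 6.88 ± 1.47 CPM in mice labelled HCM female and 10.8 ± 2.40 in HCM males, and at 9.44 ± 0.799 in WT females and 6.36 ± 0.361 in WT males.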

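Abca1, which exports cholesterol from cells, lies on chromosome 4 from 53030787 to 53159895 and was at 35.3 ± 4.96 CPM in mice labelled HCM female, 47.4 ± 4.16 in HCM males, 59.1 ± 8.53 in WT females and 42.5 ± 3.92 in WT males (mean ± SD, n = 4 each). Its log2 fold change, female against male, was -0.41 ± 0.11 in HCM (edgeR adjusted p = 0.0717) and 0.47 ± 0.10 in WT (0.0396). Tspyl4, on chromosome 10 from 34297442 to 34301320, had -0.52 ± 0.10 in HCM (adjusted p = 0.0402) and 0.38 ± 0.07 in WT (0.0191). Tet1, which oxidizes 5-methylcytosine, lies on chromosome 10 from 62804570 to 62908996 and had -0.65 ± 0.19 (adjusted p = 0.0919) and 0.57 ± 0.11 (0.0211). Without the library labelled HCM female 1014 the HCM values were -0.51, -0.50 and -0.78 in the same order (adjusted p = 0.0448, 0.0526 and 0.0746).

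The interaction of sex and genotype had adjusted p = 0.0243 for Abca1, 0.00315 for Tspyl4 and 0.0315 for Tet1 by edgeR. Without 1 library at a time the interaction of Tspyl4 stayed between 0.00206 and 0.0142. Leaving out 1058, 1041, 1045, 984, 988 or 1009 took Abca1 to 0.0835, 0.0539, 0.0508, 0.0505, 0.0557 or 0.0573, and leaving out 1058, 1059, 1040, 1041, 1045, 1046, 1047, 984, 988, 1009 or 1025 took Tet1 to 0.0898, 0.0542, 0.0631, 0.0549, 0.0508, 0.0598, 0.0535, 0.0595, 0.0600, 0.0733 or 0.0796. In the single comparisons, the HCM call of Tspyl4 ended without any library other than 981 (adjusted p 0.0526 to 0.109), and the WT calls of Abca1 without any library other than 1046 (0.0590 to 0.121), of Tspyl4 without 1040, 1041 or 1047 (0.0554 to 0.0665) and of Tet1 without 1058, 1059, 1040 or 1046 (0.0554 to 0.0647).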

The 4 genes that were elevated in males in the HCM Male versus Female comparison but were elevated in females in WT Male versus Female comparison were as follows: Abca1, Tspyl4, Tet1, Sacs (see Figure 6b,c). 

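Ier5, an immediate early gene, lies on chromosome 1 from 155096361 to 155099636 and was at 57.3 ± 4.23 CPM in mice labelled HCM female, 36.9 ± 5.11 in HCM males, 54.4 ± 7.40 in WT females and 76.3 ± 2.12 in WT males (mean ± SD, n = 4 each). Its log2 fold change, female against male, was 0.65 ± 0.10 in HCM (edgeR adjusted p = 0.0321) and -0.49 ± 0.09 in WT (0.0125). Eif5b, which joins the ribosomal subunits at the start codon, lies on chromosome 1 from 37998010 to 38055579 and was at 240.1 ± 31.0, 192 ± 11.4, 162 ± 6.90 and 182 ± 1.87 CPM in the same order. Its log2 fold changes were 0.33 ± 0.10 in HCM (adjusted p = 0.0896) and -0.18 ± 0.05 in WT (0.106). Jun, a subunit of the AP-1 transcription factor, lies on chromosome 4 from 95049034 to 95052222, with 111 ± 7.17, 82.6 ± 13.6, 95.7 ± 18.3 and 126 ± 14.9 CPM, and had 0.44 ± 0.11 (adjusted p = 0.0667) and -0.40 ± 0.13 (0.168). Without the library labelled HCM female 1014 the HCM values were 0.69, 0.35 and 0.43.

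By edgeR the interaction of sex and genotype had adjusted p = 0.00315 for Ier5, 0.0527 for Eif5b and 0.0489 for Jun. That of Ier5 stayed between 0.00060 and 0.0104 without 1 library at a time, while its call in HCM ended without 984, 988, 1009, 1025 or 1028 (adjusted p 0.0502 to 0.116) and in WT without 1041 (0.0507). The interaction of Jun ended without any library other than 1048, 981 or 1028 (adjusted p 0.0556 to 0.105), while Eif5b passed without 981 (0.0109), 1014 (0.0479) or 1028 (0.0466). Jun passed in HCM without 1028 (0.0375) and in WT without 1048 (0.0104).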

The three genes that were elevated in females for the HCM Male versus Female comparison but were elevated in males in WT Male versus Female comparison were as follows: Ier5, Eif5b, Jun (see Figure 6b,c).

**FIGURE 6:**
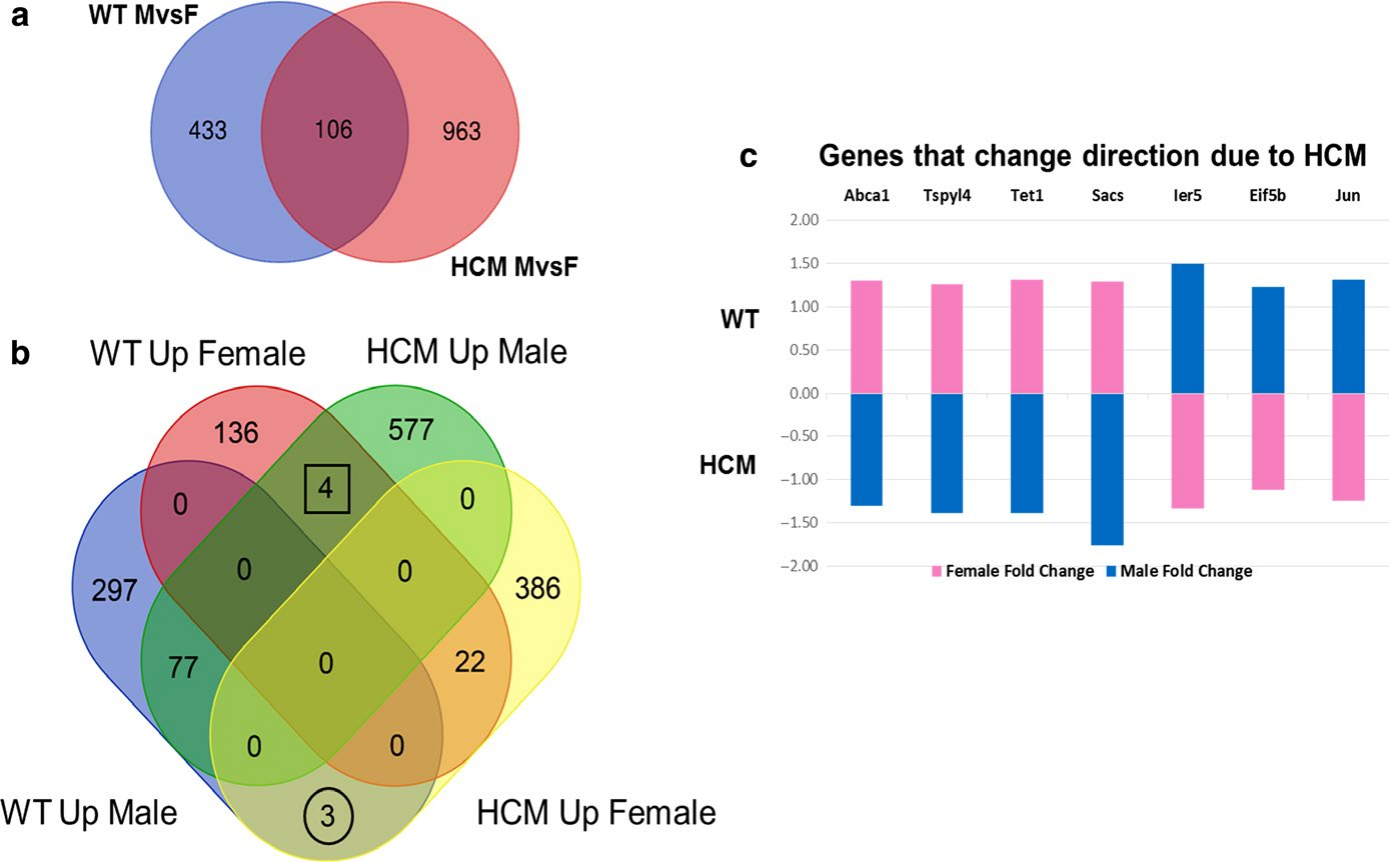
Sex differences at transcriptomic level. (a) Venn diagram representing genes that were differentially expressed in both WT and HCM male versus. female comparisons. (b) Venn diagram further dividing differentially expressed genes that were up‐ or down‐regulated in both the WT and HCM male versus female comparisons. (c) Representative bar graph exhibiting genes with opposing expression values due to HCM. The bars represent the fold change of the differentially expressed genes that were sex biased. Females are represented in pink and males in blue

Gene ontology analysis of biological processes, cellular components, and molecular function for the HCM Female versus Male comparison reflected altered ribosomal activity pathways seen among the diseased mice (Refer to Supplementary Figures S2, S3 and S4). However, it also confirmed stronger altered ribosomal activity in all three components for the HCM females (See Figure 7a–c, respectively).

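Ribosomal protein genes were at their highest in mice labelled HCM female. The mean log2 CPM over these genes was 8.19 ± 0.159 in mice labelled HCM female, 7.90 ± 0.0512 in HCM males, 7.69 ± 0.0559 in WT females and 7.66 ± 0.100 in WT males (mean ± SD, n = 4 each). The lowest library labelled HCM female, at 8.02, was above the highest HCM male, at 7.96. Rps12, of the small subunit, was at 306 ± 38.6 CPM in mice labelled HCM female and 234 ± 7.69 CPM in HCM males (edgeR log2 fold change 0.39 ± 0.10, adjusted p = 0.063), and Rpl3 had a log2 fold change of 0.37 ± 0.11 (adjusted p = 0.097). Mitochondrial ribosomal proteins had a median log2 fold change of 0.09 between the HCM sexes, with 0 of 76 called over all genes, 0 adjusted over the list alone and 2 higher by DESeq2. Their camera adjusted p was 0.00386, with adjusted p = 0.637 with an estimated correlation, and 0.0517 without 984 or 0.160 without 1009. Of 27 initiation factors, Eif4ebp2, an inhibitor of eIF4E, was called lower (-0.74 ± 0.15, adjusted p = 0.050), the only member called over all genes or over the list alone. Its call ended without 984 (0.0957), 988 (0.131), 1014 (0.0507), 1009 (0.119), 1025 (0.121), 1026 (0.0551) or 1028 (0.0671), and camera gave adjusted p = 0.0455 for the list, with adjusted p = 0.573 with an estimated correlation and 0.0514 to 0.123 without 981, 984, 988, 1009, 1026 or 1028.

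Between WT females and WT males, edgeR called 0 ribosomal protein genes (median 0.04, camera adjusted p = 0.0524, 1.1e-07 without WT male 1058 and 0.00147 without WT female 1047, and adjusted p = 0.791 with an estimated correlation), 2 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 1, lower. From the enriched gene ontology terms the paper concludes that ribosomal activity was altered more strongly in HCM females than in HCM males. The group includes the library labelled HCM female 1014. Fold changes between the HCM sexes also fell with gene length across genes, which are not independent replicates (Spearman correlation -0.306), and with length and GC content as offsets, chosen for lists after seeing the data, the ribosomal list had camera adjusted p = 4.4e-16. Without offsets its call was lost with an estimated correlation, at adjusted p = 0.573. Without 1014 the lowest library labelled HCM female was at 8.10, the ribosomal, mitochondrial and initiation factor lists kept their direction, and Rps12 and Rpl3 had 0.46 (adjusted p = 0.0432, a call; 0.00032 to 0.163 over all alternatives) and 0.34.

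**Figure D2:**
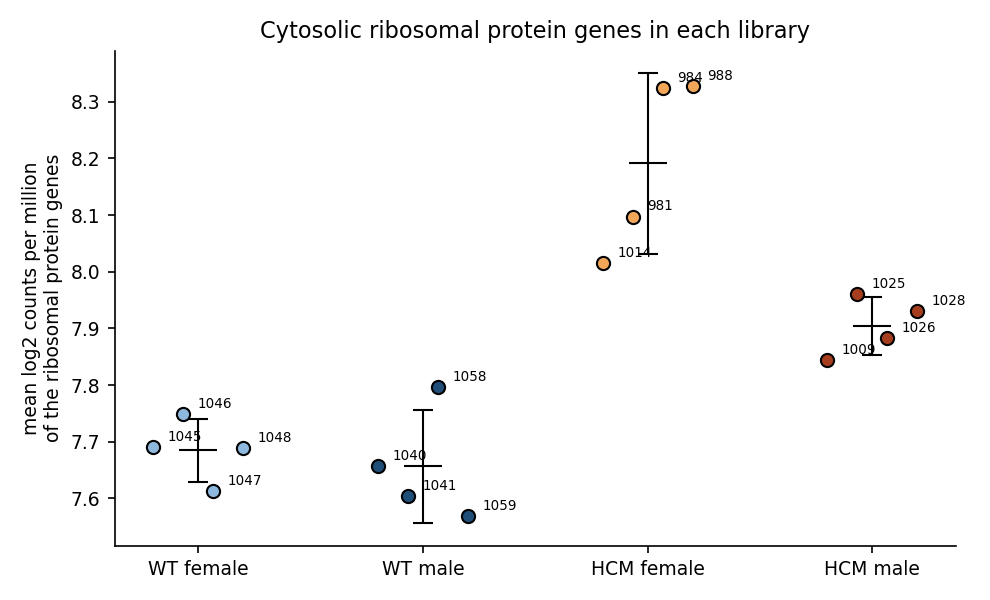
Mean log2 CPM of the cytosolic ribosomal protein genes in each left ventricle, by sex and genotype, with the mean and SD of 4 libraries per group; the numbers name the mice, among them the library labelled HCM female 1014. The 4 libraries labelled HCM female lie between 8.02 and 8.33 and the 4 HCM males between 7.84 and 7.96.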

**FIGURE 7:**
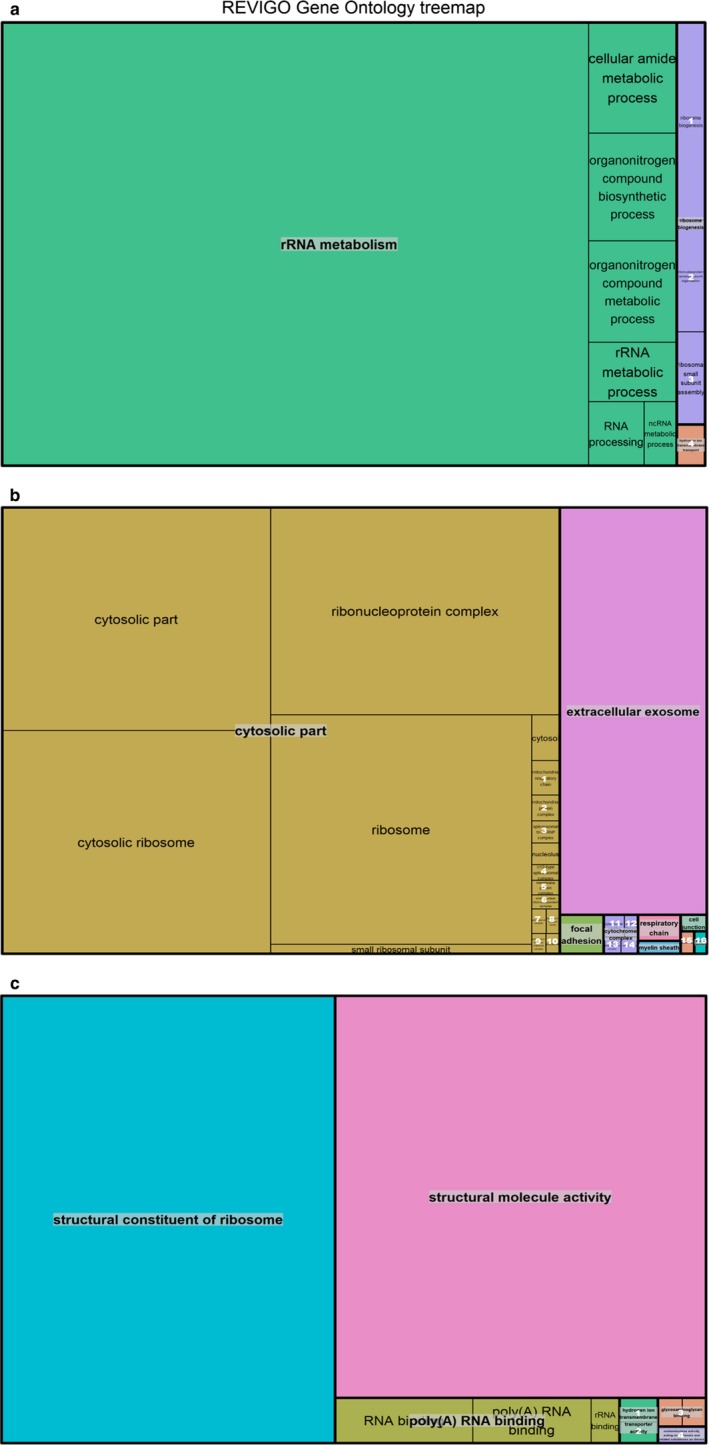
Upregulated genes in HCM female versus male comparisons. (a) GO Enrichment Treemaps for upregulated genes in the HCM females compared to HCM males. Boxes represent *biological processes* enriched with differentially expressed genes. Boxed numbers contain the following terms: 1. ribosome biogenesis; 2. ribonucleoprotein complex subunit organization; 3. ribosomal small subunit assembly; 4. hydrogen ion transmembrane transport. (b) GO Enrichment Treemaps for upregulated genes in the HCM females compared to HCM males. Boxes represent *cellular components* enriched with differentially expressed genes. Boxed numbers contain the following terms: 1. mitochondrial respiratory chain; 2. mitochondrial protein complex; 3. spliceosomal tri‐snRNP complex; 4. U12‐type spliceosomal complex; 5. membrane protein complex; 6. small nuclear ribonucleoprotein complex; 7. spliceosomal complex; 8. endoplasmic reticulum lumen; 9. endoplasmic reticulum chaperone complex; 10. Polysome; 11. cytochrome complex; 12. myosin filament; 13. NADH dehydrogenase complex; 14. methylosome; 15. aggresome; 16. dendrite membrane. (c) GO Enrichment Treemaps for upregulated genes in the HCM females compared to HCM males. Boxes represent *molecular function* enriched with differentially expressed genes. Boxed numbers contain the following terms: 1. hydrogen ion transmembrane transporter activity; 2. ubiquinol‐cytochrome‐c reductase activity; 3. glycosaminoglycan binding; 4. oxidoreductase activity, acting on diphenols and related substances as donors. Area of the boxes represent the degree of enrichment for each process as determined by FDR‐adjusted *p*‐value

## 4 DISCUSSION

Hypertrophic cardiomyopathy murine models expressing sarcomeric protein variants have been extensively studied for their manifestations in cardiac function at the molecular and cellular level. Several studies have delved into the changes in gene expression of genes normally expressed at low levels that are suddenly activated as the heart hypertrophies. Interestingly, the expression of 417 genes (29%) was barely detectable in normal hearts (i.e., RPKM,2) but considerably increased upon pressure overload‐induced hypertrophy. Using Ingenuity pathway analysis the most abundant genes were found to be cell cycle regulators such as E2F transcription factor 1 (E2f1), forkhead box M1 (Foxm1) and polo‐like kinase 1 (Plk1) (Song, Hong, Kim, & Kim, 2012). Another study examined the transcriptome for early gene expression changes in mice lacking cMyBP‐C and found dysregulation of genes in mechanosensing pathways and potassium channels that preceded the development of hypertrophy (Farrell et al., 2018). These studies suggest that although common mechanisms exist for the development of hypertrophy, each insult may lead to distinct changes based upon unique characteristics of the defect. This study adds to what is known about complex interactions in the heart that differ between males and females and the activation of different pathways that lead to a final common outcome such as cardiac hypertrophy.

However, transcriptomic analysis has yet to be analyzed in a sex‐specific manner, let alone in a *TNNC1* model (Green et al., 2016; Vakrou et al., 2018). A previous study utilizing a systems biology approach investigating the sex differences in mice after angiotensin II‐induced hypertrophy found that inhibition of PPARα by a PPARα inhibitor blocked the sex differences in the development of cardiac hypertrophy (Harrington et al., 2017). Below we discuss some key findings for the transcriptomic analysis of our HCM mouse model that may explain the sexual dimorphic phenotype observed in the echocardiography.

### 4.1 eIF2 signaling pathway

Eukaryotic translation initiation factor 2 and its phosphorylation have been established as endoplasmic reticulum (ER) stress markers (George, Sabbah, Xu, Wang, & Wang, 2011). ER stress has been further implicated in numerous diseases, including cardiac hypertrophy, heart failure, and metabolic abnormalities. Specifically, the eIF2α‐ATF4‐CHOP pathway has been associated with the development of cardiac hypertrophy (Yao et al., 2017). Upregulated eIF‐2α RNA and protein levels in models of chronic hypoxia also suggest a role in cardiac hypertrophy (Fan et al., 2005). Furthermore, increased phosphorylation of eIF2 and eIF2B in rat models that were subjected to myocardial ischemia and mouse models of pressure overload‐induced heart failure (Crozier et al., 2006; Fan et al., 2005; Foster et al., 2017; Li et al., 2015). 

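Most of the endoplasmic reticulum chaperones tested were higher in HCM left ventricles, while most genes of the eIF2 stress response did not pass the test. Of 22 chaperones and folding enzymes, 13 were higher and 2 lower in HCM, the same numbers when adjusted over the list alone (median log2 fold change 0.23). Creld2, an ER stress-induced protein, rose by 0.49 ± 0.11 (edgeR adjusted p = 0.0039), Hspa5, the chaperone BiP, by 0.34 ± 0.09 (0.0075) and Calr, a calcium-binding chaperone, by 0.36 ± 0.10 (0.011). Herpud1, which helps degrade misfolded ER proteins, fell (-0.67 ± 0.15, adjusted p = 0.0039). Of 25 genes of eIF2 and the integrated stress response, 5 were higher and 0 lower, with 5 and 0 also over the list alone (median 0.07). They include Atf5, a transcription factor induced with Atf4 (0.50 ± 0.13, adjusted p = 0.0078), Eif2ak2, the eIF2α kinase PKR (0.29 ± 0.09, adjusted p = 0.018) and Eif5, the GTPase-activating factor of eIF2 (0.21 ± 0.06, adjusted p = 0.020). Atf4 itself was at 0.10 ± 0.10 (adjusted p = 0.50), and Chac1, a target of Atf4 and CHOP, at -0.16 ± 0.38 (adjusted p = 0.78).

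The chaperone list had camera adjusted p = 0.0133, and adjusted p = 0.531 with an estimated correlation. The eIF2 list had camera adjusted p = 0.155. Counts measure transcripts, and the phosphorylation of eIF2α was not analysed here.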

In our study, the eIF2 signaling pathway was markedly elevated, consistent with previous reports of ER stress‐induced cardiac hypertrophy, suggesting that the eIF2α‐ATF4‐CHOP pathway is a probable pathway of disease in our HCM mice. It has been shown that sex hormones can impact ER stress pathways. One source of ER stress in these mice may be increased degradation of mutant cTnC protein, therefore necessitating the upregulation of factors in the eIF2 pathway involved in the initiation of eukaryotic translation. This in itself requires an energy‐dependent process to mediate eIF2 release from ribosomes and exchange of GDP for GTP. Another factor to consider is that HCM diseased hearts exhibit genome‐wide changes in start‐site usage (Christodoulou et al., 2014), which may heighten the need for enhanced activation of eIF2 pathways.

### 4.2 Valine degradation pathway

Branched‐chain amino acids (BCAA), such as isoleucine, leucine, and valine, are associated with protein and energy stability as well as nutrient signaling. Although previous studies have focused primarily on the interplay of fatty acid and glucose metabolism, the BCAA catabolic pathway has been thrust into the limelight. Previously studied as the basis of an autosomal recessive metabolic disorder called maple syrup urine disease (MSUD) (Lu et al., 2009), the accumulation of BCAAs has been implicated in cardiac pathogenesis with metabolic reprogramming deemed vital in the progression of heart failure in mice and conserved in the metabolic signature of failing human hearts (Sun et al., 2016; Sun & Wang, 2016). A decrease in energy metabolism and increase in BCAA metabolism has further been associated with high‐glucose‐induced cardiomyocyte death (Zhang et al., 2018), and found to be a reliable predictor of susceptibility to type 2 diabetes, thereby circulating plasma BCAAs were also positively associated with incident cardiovascular disease (CVD) in U.S. Women (Tobias, Lawler, et al., 2018). These studies, among others, have collectively concluded that altered BCAA metabolism and consequently the accumulation of BCAA breakdown byproducts may herald insulin resistance and manifest as cardiometabolic disease. This is thought to be through direct inhibition of respiration which promotes an increase in reactive oxygen species (ROS, e.g., superoxide) within mitochondria (Tobias, Mora, Verma, & Lawler, 2018). Our sequencing results indicate that our knock‐in mouse model has a significant inhibition of the canonical pathway of valine degradation. 

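Most enzymes that break down branched-chain amino acids were lower in HCM left ventricles. Of 31 genes of valine, leucine and isoleucine degradation, 20 were lower and 1 higher (21 and 3 adjusted over the list alone), with a median log2 fold change of -0.21. Dbt, the transacylase of the branched-chain ketoacid dehydrogenase, lies on chromosome 3 from 116513070 to 116549981 and was at 70.7 ± 13.1 CPM in HCM and 108 ± 5.95 CPM in WT mice (mean ± SD, n = 8 each; edgeR log2 fold change -0.62 ± 0.09, adjusted p = 0.00018). Bckdha, a subunit of the same complex, was at -0.34 ± 0.08, adjusted p = 0.0033. Abat, a transaminase that also handles GABA, fell by 0.97 ± 0.18 (adjusted p = 0.0013), and Ivd, which acts on leucine, had -0.52 ± 0.11, adjusted p = 0.0019. For the list, camera gave adjusted p = 1.0e-06, and adjusted p = 0.502 with an estimated correlation.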

Since our knock‐in mouse model exhibits a point mutation that results in substitution of valine for alanine, this might not be entirely coincidental. Given that accumulation of BCAAs is implicated in cardiac disease, this result provides support for the possibility that valine accumulation contributes to HCM disease progression in our A8V mouse model.

### 4.3 ILK signaling pathway

Integrin‐linked kinase (ILK), now known as a mechanoreceptor protein and the physical linker for integrins with the actin cytoskeleton, regulates a variety of signal transduction pathways associated with both cardiac hypertrophy and contractility/force transduction (Lu et al., 2006; Traister et al., 2012, 2014). It forms the IPAP1 complex with PINCH1 and α‐parvin proteins, which are linked to cell adhesion, motility, and fibroblast and epithelial cell survival (Chen et al., 2005). Both widely conserved and distributed throughout mammalian tissues, ILK expression is greatest in the heart and cardiac‐specific ablation in mice causes cardiomyopathy and sudden death (Hannigan, Coles, & Dedhar, 2007; Lal et al., 2009). ILK, which is understood to mediate hypertrophic responses to mechanical stress, is thought to protect the heart by promoting cell survival via activation of AKT, a key regulator of oxidative stress and myocardial hypertrophy (Bettink et al., 2010; Lal et al., 2009; Sopko et al., 2011). ILK protein levels have been shown to be elevated in hypertrophic ventricles of patients with congenital and acquired outflow tract obstruction (Lu et al., 2006), patient dilated cardiomyopathy heart samples (Chadin, Belokurova, Stepanova, Ivanova, & Shirinskii, 2006; Sopko et al., 2011), and mouse models of myocardial infarction (left anterior descending artery ligation) or pressure overload (transaortic constriction) (Sopko et al., 2011). The elevated ILK expression may reflect possible compensatory processes to maintain cardiomyocyte contractility. ILK gene deletion as well as ILK‐C overexpression induced marked apoptosis of cardiac myocytes thereby shedding light on the delicate balance the kinase holds in regulatory pathways (Chen et al., 2005). Furthermore, transgenic mice with constitutively active ILK (ILK‐S343D) displayed compensated ventricular hypertrophic phenotypes as well as increased activation of guanine triphosphatases and downstream protein kinase profiles reflective of human hypertrophy (Lu et al., 2006). In this same study, another transgenic mouse model with cardiomyocyte‐restricted kinase‐inactive ILK expression did not display an in vivo compensatory hypertrophic response to Angiotensin II. 

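Genes of focal adhesions and of ILK signaling moved in both directions in HCM left ventricles. Of 29 genes, 2 were higher and 5 lower, the same numbers adjusted over the list alone, with a median log2 fold change of -0.03. Ilk, the kinase itself, was at 88.9 ± 4.98 CPM in HCM and 85.0 ± 4.39 CPM in WT mice (mean ± SD, n = 8 each; edgeR log2 fold change 0.06 ± 0.05, adjusted p = 0.35). Lims1, which binds ILK as PINCH, fell (-0.36 ± 0.07, adjusted p = 0.0011), as did Fblim1, a LIM protein of cell adhesions (-0.42 ± 0.08, adjusted p = 0.0015). Vasp, which extends actin filaments, rose (0.31 ± 0.07, adjusted p = 0.0020). By camera the list had adjusted p = 0.205, and fry, which tests whether its genes move on balance one way, gave 0.0468, downward.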

Within our study, expression of molecules within the ILK signaling pathway was increased, which corresponds with prior studies that reported a compensatory mechanism of hypertrophy at play in the cTnC‐A8V mouse model.

### 4.4 Actin nucleation ARP‐WASP‐RHO pathway

ROCK1 and ROCK2, or Rho‐associated coiled‐coil containing kinases, are key modulators of cell shape, migration, and proliferation through regulation of the actin cytoskeleton. Actin nucleation, polymerization, and motility have proven instrumental in our understanding of heart failure progression. A previous in vitro study that incorporated mutant actin into cardiomyocyte thin filaments suggested that HCM was initiated by a reduction in myosin interactions (Muller et al., 2012). Indeed, our understanding of the actin cytoskeleton in stress sensing by cardiomyocytes has grown and the mechanical stress and cellular remodeling in the hypertrophic heart require energy‐dependent processes such as actin nucleation. Furthermore, ROCK2‐null conditional KO mice displayed a reduced hypertrophic response to Ang II infusion, and had significantly smaller increase in heart‐to‐body weight ratio, left ventricular mass, myocyte cross‐sectional area, hypertrophy‐related fetal gene expression, intraventricular fibrosis, cardiac apoptosis, and oxidative stress compared to control mice (Okamoto et al., 2013; Zhou et al., 2017). 

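Of the genes that build and turn over branched actin filaments, more were higher than lower in HCM left ventricles, and many did not pass the test. Of 38 genes of the ARP2/3 complex, WASP proteins and their regulators, 18 were higher and 4 lower (20 and 5 adjusted over the list alone), with a median log2 fold change of 0.15. Rhoj, a small GTPase of endothelial cells, was at 37.6 ± 5.20 CPM in HCM and 24.9 ± 1.41 CPM in WT mice (mean ± SD, n = 8 each; edgeR log2 fold change 0.59 ± 0.08, adjusted p = 6.9e-05). Arpc1b, a subunit of ARP2/3, rose by 0.46 ± 0.07 (adjusted p = 0.00015), Rhoc by 0.50 ± 0.08 (0.00040) and Cfl1, the filament-severing cofilin, by 0.34 ± 0.07 (0.0017). The list had camera adjusted p = 8.3e-05, and adjusted p = 0.502 with an estimated correlation. Of 13 fibroblast markers, 5 were called higher and 2 lower in HCM. Of 16 macrophage markers, 7 were called higher and 0 lower, with 1 lower when adjusted over the list alone. Of all 12907 genes tested, 1993 were called higher. Whether the actin genes vary with these markers was not tested.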

Our study exhibited an overall increase in expression within the canonical pathways of actin nucleation and motility by Rho within the cTnC‐A8V mouse model. However, ROCK2 appeared to be down‐regulated in the A8V mice. This is an interesting finding since ROCK2 has been deemed essential for the development of cardiac hypertrophy (Okamoto et al., 2013). 

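Rock2, a kinase that promotes actomyosin contraction, lies on chromosome 12 from 16894895 to 16987823 and was at 200.2 ± 24.2 CPM in HCM and 248 ± 13.0 CPM in WT left ventricles (mean ± SD, n = 8 each). Its log2 fold change was -0.31 ± 0.07 (edgeR adjusted p = 0.0025). Rock1, the related kinase on chromosome 18 from 10064401 to 10182045, was at 123 ± 17.8 CPM in HCM and 113 ± 16.0 CPM in WT mice (0.12 ± 0.10, adjusted p = 0.38). Between mice labelled HCM female and HCM males, Rock2 had a log2 fold change of -0.28 ± 0.08 (adjusted p = 0.079), and -0.25 without the library labelled HCM female 1014.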

We expect that this is a compensatory mechanism in our mouse model that may be reversed by overloading (Lauriol et al., 2014; Shi, Zhang, Yang, Zhang, & Wei, 2010).

### 4.5 VDR/RXR activation pathway

In previous studies, the VDR/RXR canonical pathway (vitamin D receptor/retinoid X receptor) has been associated with cardiac arrhythmia and myocardial infarction (Neckar et al., 2012). Deficiency of vitamin D is associated with arrhythmias and increased susceptibility to myocardial infarction (MI). Proteomic analysis of MI patients showed a significant increase in serum VDR levels (Gasparri et al., 2010). Correction of vitamin D deficiency and hypocalcemia were sufficient to control deficiency‐driven ventricular tachycardia and cardiomyopathy (Chavan, Sharada, Rao, & Narsimhan, 2007). Our RNA sequencing revealed an overall upregulation of the VDR/RXR activation pathway which may provide further insights into the role this pathway plays in cardiac disease.

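Genes around the vitamin D receptor moved in both directions in HCM left ventricles. Of 24 genes, 5 were higher and 8 lower (6 and 8 adjusted over the list alone), with a median log2 fold change of -0.09. Members that rose include Cdkn1a, the cell-cycle inhibitor p21 (1.55 ± 0.34, adjusted p = 0.0040), Tgfb2, a TGF-β ligand (0.81 ± 0.16, adjusted p = 0.0013), Cd14, a co-receptor of innate immunity (0.70 ± 0.14, adjusted p = 0.0015) and Igfbp6, which binds IGF2 (0.78 ± 0.16, adjusted p = 0.0018). Members that fell include Ep300, a histone acetyltransferase (-0.54 ± 0.08, adjusted p = 0.00016) and Ncoa3, a coactivator (-0.57 ± 0.10, adjusted p = 0.00053). Camera gave adjusted p = 0.249 for the list, and fry, which does not compare it with other genes, gave 0.00098, downward.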

### 4.6 Glutathione redox reactions/pathway

To meet its high energy demands, the heart employs fatty acid oxidation which relies on oxidative phosphorylation processes in the mitochondria. This system has been implicated in increased production of ROS, which are important regulatory molecules under physiological conditions. The balance between ROS production and antioxidant systems including glutathione and glutathione reductase is vital to maintaining a healthy heart. When these systems become skewed, pathogenic processes can cause varied manifestations of dysfunction including hypertension, cardiac hypertrophy, and myocardial ischemia (Kanaan & Harper, 2017). Upregulated ROS activity is linked to angiotensin II‐induced hypertrophy of isolated cardiomyocytes as well as the in vivo cardiac hypertrophic response (Akki, Zhang, Murdoch, Brewer, & Shah, 2009). 

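Several glutathione and thioredoxin enzymes were higher in HCM left ventricles. Gpx1, a glutathione peroxidase that removes hydrogen peroxide, lies on chromosome 9 from 108338903 to 108340343 and was at 78.3 ± 8.85 CPM in HCM and 53.9 ± 4.17 CPM in WT mice (mean ± SD, n = 8 each; edgeR log2 fold change 0.54 ± 0.07, adjusted p = 6.5e-05). Gpx4, which reduces lipid peroxides, rose by 0.37 ± 0.06 (adjusted p = 0.00031), Txn1, thioredoxin, by 0.38 ± 0.06 (0.00019) and Gsr, glutathione reductase, by 0.27 ± 0.05 (0.00090). Gsta3, a glutathione transferase, fell (-1.21 ± 0.25, adjusted p = 0.0024). Of 26 genes of glutathione redox, 10 were higher and 4 lower (11 and 4 adjusted over the list alone), with a median log2 fold change of 0.14. The camera test gave adjusted p = 0.0707, and fry, which does not compare the list with other genes, gave 0.00098.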

Our study showed an upregulation of pathway molecules associated with glutathione redox which, as stated above, help to balance ROS production. We believe that this may reflect heightened ROS production within the cTnC‐A8V mice and that it may be a major contributing factor for the development of hypertrophy in these mice.

### 4.7 TCA cycle II pathway

As noted in the previous section (Glutathione redox reactions/pathway), oxidative metabolism in the heart relies on fatty acids as the primary fuel source, but can switch to a greater reliance on glucose as a fuel source for maintenance of ATP levels, particularly in low‐oxygen conditions (Doenst, Nguyen, & Abel, 2013). Oxoglutarate dehydrogenase (OGDH), which is part of the multi‐enzyme oxoglutarate dehydrogenase complex (OGDC), catalyzes a step in the tricarboxylic acid cycle (TCA cycle, also commonly known as the citric acid cycle) that is central to oxidative metabolism of both fatty acids, glucose, and other minor fuel molecules. OGDH silencing in non‐cardiac cell lines has been shown to increase phosphorylation of AKT that leads to activation of the protein kinase (Sen et al., 2012). Activation of AKT has been strongly associated with growth processes in general, and cardiac hypertrophy more specifically in the heart (Pillai, Sundaresan, & Gupta, 2014). 

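Most TCA cycle genes tested were lower in HCM left ventricles. Ogdh, the oxoglutarate dehydrogenase on chromosome 11 from 6291633 to 6356642, was at 3039 ± 468 CPM in HCM and 3931 ± 271 CPM in WT mice (mean ± SD, n = 8 each; edgeR log2 fold change -0.37 ± 0.08, adjusted p = 0.0028). Of 26 TCA genes, 14 were lower and 0 higher (15 and 0 adjusted over the list alone), with a median of -0.17. Sucla2, a subunit of succinyl-CoA ligase, and Pdhb, of pyruvate dehydrogenase, had -0.33 ± 0.07, adjusted p = 0.0024 and -0.30 ± 0.05, adjusted p = 0.00040. By camera the TCA list had adjusted p = 2.5e-06, and adjusted p = 0.502 with an estimated correlation. Ogdhl, the gene with the smallest p of all, is a member of this list and among its lower genes. The list was not tested without Ogdhl, so how much of its camera p rests on this gene is not known.

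Ogdhl, a paralog of Ogdh, was at 1.56 ± 0.589 CPM in HCM and 209 ± 65.9 CPM in WT mice (log2 fold change -7.03 ± 0.26). It was low in both sexes of HCM, at 1.24 ± 0.320 CPM in mice labelled HCM female and 1.87 ± 0.664 CPM in HCM males, against 152 ± 22.0 and 266 ± 31.5 CPM in WT females and WT males (n = 4 each). Ogdhl lies on chromosome 14 from 32322019 to 32348151, close to Tnnc1, and called genes are more frequent there: 40 of the 86 tested genes within 10 Mb of Tnnc1 were called (46.5%), against 30.8% of the other genes (Fisher's exact test, two-sided, p = 0.00225). The test counts genes, which are not independent replicates, so its p can overstate the evidence.

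**Figure D3:**
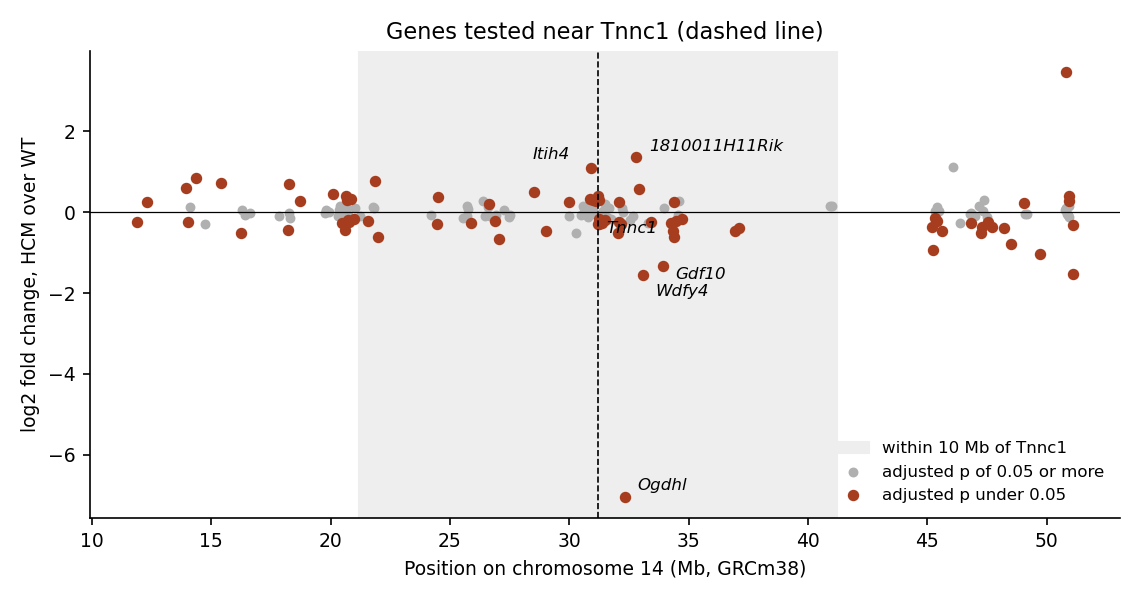
Log2 fold change, HCM against WT, of the tested genes around Tnnc1 on chromosome 14 by position in Mb, with called genes marked. Ogdhl, at -7.03, lies farthest below 0, and 26 of the 40 called genes within 10 Mb are lower in HCM.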

Our study exhibited a decrease in OGDH transcript, which, according to this paradigm, could lead to activation of AKT and subsequent cardiac hypertrophy.

### 4.8 Superpathway of methionine degradation

A diet high in methionine has been previously established as a cardiac threat due to the risk of accumulative oxidative stress, inflammation, vascular remodeling, and decreased cardiac function (Chaturvedi, Kamat, Kalani, Familtseva, & Tyagi, 2016). Since our study exhibited downregulation of methionine degradation we posit that this may be a contributing factor underlying disease manifestations in the cTnC‐A8V mice much in the same way that a high methionine diet has been linked to cardiac damage and altered function. 

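Of the genes of methionine degradation, more were lower than higher in HCM left ventricles, and many did not pass the test. Of 20 genes tested, 9 were lower and 2 higher, the same numbers adjusted over the list alone, with a median log2 fold change of -0.19. Got2, mitochondrial aspartate aminotransferase, fell (-0.37 ± 0.07, adjusted p = 0.0013), as did Mut, methylmalonyl-CoA mutase, which also serves valine breakdown (-0.40 ± 0.08, adjusted p = 0.0020), and Pcca, a subunit of propionyl-CoA carboxylase (-0.31 ± 0.05, adjusted p = 0.00051). Prmt5, a protein arginine methyltransferase that uses S-adenosylmethionine, and Ahcyl1, a relative of S-adenosylhomocysteine hydrolase, had -0.30 ± 0.06, adjusted p = 0.0013 and -0.25 ± 0.05, adjusted p = 0.0014. Mtr, which regenerates methionine and so works against its breakdown, was lower as well (-0.70 ± 0.19, adjusted p = 0.011). The camera adjusted p of the list was 0.0110, and adjusted p = 0.502 with an estimated correlation.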

To connect our findings, we suggest that the increase in eIF2 signaling and downregulation of methionine degradation is not coincident. Since l‐methionine is an essential amino acid in mammals, it is anticipated that mechanisms are in place to preserve levels of methionine in the cell. Since eIF2 signaling is so dramatically upregulated in our mutant cTnC mice it indicates high transcript turnover. This would, therefore, greatly increase the need for methionine since it is the initiating amino acid, added first to each protein transcript. In this case, perhaps downregulation of methionine degradation would be protective.

### 4.9 Superpathway of inositol phosphate compounds

Inositol phosphate compounds have been implicated in hypertrophy. A previous study on D‐myo‐inositol 1,4,5‐trisphosphate‐induced cardiac hypertrophy has elucidated potential pathways of disease mechanism (Zhu et al., 2005). RNA sequencing of our HCM cTnC‐A8V hearts showed an overall downregulation of expression of genes associated with metabolism of inositol phosphate compounds, which we believe may play a role in dysregulation of cardiac myocytes in cardiomyopathic disease. This finding may well be consistent with evidence of increased ER stress in the mutant cTnC mice since a number of inositol phosphate compounds are involved in vesicular trafficking including trafficking from the Golgi apparatus to the plasma membrane. 

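Among kinases, phosphatases and lipases of inositol compounds, more were lower than higher in HCM left ventricles, and most did not pass the test. Of 60 genes tested, 20 were lower and 1 higher (21 and 1 adjusted over the list alone), with a median log2 fold change of -0.08. Pik3r1, the regulatory subunit of PI3-kinase, lies on chromosome 13 from 101680563 to 101768217 and was at 183 ± 28.8 CPM in HCM and 301 ± 46.7 CPM in WT mice (mean ± SD, n = 8 each; edgeR log2 fold change -0.72 ± 0.10, adjusted p = 0.00011). Plcb4, a phospholipase that releases inositol trisphosphate, fell (-0.53 ± 0.07, adjusted p = 0.00014), as did Pi4ka, a phosphatidylinositol kinase of the plasma membrane (-0.31 ± 0.06, adjusted p = 0.00097), and Inppl1, the phosphatase SHIP2 (-0.38 ± 0.08, adjusted p = 0.0031). Camera gave adjusted p = 0.00763, and adjusted p = 0.502 with an estimated correlation. With gene length and GC content as offsets, an alternative chosen after seeing the data, camera gave adjusted p = 0.185.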

Increased ER stress can impact ER‐to‐Golgi trafficking and increase overall cellular stress levels.

### 4.10 Sex differences

Our characterization of the HCM mouse transcriptome identified possible genes that may play a role in the differential expression seen among the sexes. Four genes that were upregulated within the HCM males, but were upregulated within the WT females included *Abca1, Tspyl4, TET*, and *Sacs.* The ATP‐binding cassette A1, also known as *Abca1*, is known as a mediator of cholesterol efflux that when absent has been shown to be cardioprotective toward MI (Louwe et al., 2016). This may point to a crucial disadvantage for females in the face of cardiac disease. Testis‐specific Y‐like gene 4, or*Tspyl4*, loss of function has been implicated in sudden infant death (Puffenberger et al., 2004), which may contribute to the aggressive phenotype of cTnC‐A8V cardiac disease, and may contribute to sex differences seen in HCM‐related mortality. Additionally, ten‐eleven translocation, or *TET*, methylation modifying genes have been established as essential regulators of cardiac development and also potential implications in the formation of cardiac fibrosis. TET1 has an essential role modifying DNA during cardiac development, and its absence leads to perinatal lethality (Lan et al., 2019). Dams showed a decrease in mRNA levels when exposed to adverse maternal stressors, which has been tied to cardiac fibrosis and a suspected early‐life alteration of TET expression that in turn alters fibrotic susceptibility (Spearman, Ke, Fu, Lane, & Majnik, 2018). Lastly, Sacsin, or *Sacs*, has been studied for its role in spastic ataxia of Charlevoix‐Saguenay, an autosomal‐recessive condition affecting muscle movement (Li & Gehring, 2015). It is possible that this difference in the male and female mice may point to the severity of hypertrophy seen in the dysregulation of thin filament function.

On the contrary, the genes *Ier5, Eif5b, and Jun* were upregulated in the HCM females, but were upregulated in the WT males. The immediate‐early response gene 5, also known as *Ier5*, has been previously studied for its role in inflammation within neurological disease‐related gene studies (Savitz et al., 2013). This difference may reveal an inflammatory role contributing to the HCM phenotype. Eukaryotic translation initiation factor 5B, or *Eif5b*, has been previously studied in the area of toxicity. Human myocardial cells which underwent PM2.5‐induced myocardial‐related toxicity showed a confirmed decrease in *Eif5b* expression (Feng et al., 2017). This may also support the severity of the disease manifestation in females. Finally, the Activator Protein‐1, a superfamily of Jun, has been extensively explored in hypertrophy. Early‐immediate up‐regulation of Ap‐1 in response to cardiac hypertrophy has been long established with c‐Jun shown to counteract stress‐induced maladaptive cardiac remodeling (Windak et al., 2013). These differences may provide solid leads to better understanding the sex dimorphism within our HCM mice.

The purpose of this study was to view global changes associated with HCM in a mouse model bearing a troponin variant. Investigation and analysis of each pathway should be furthered to better understand changes at the transcriptomic level, and transcriptional changes observed are still to be confirmed at the protein level. Thus, we believe that this work can set the groundwork for future studies aimed at understanding the overall remodeling of the heart in the presence of a sarcomeric gene mutation.

## 5 CONCLUSIONS

This information taken together provides evidence for further sex differences in cardiac morphology, hemodynamics, and transcriptomics for our murine HCM model. Our data point to many possible therapeutic routes that could be explored to more specifically treat those suffering from HCM, especially females who have been underrepresented in cardiovascular studies.

## CONFLICT OF INTEREST

The authors report no conflicts.

## AUTHOR'S CONTRIBUTIONS

Contributions are indicated in categories of the CRediT model as follows: conceptualization (KDJ, JRP); data curation (KDJ, CV, ICV); formal analysis (KDJ, CV, ICV); funding acquisition (JRP); project administration (KDJ, JRP); resources (JRP); software (CV); supervision (PBC, MSP, JRP); writing—original draft (KDJ); writing—reviewing and editing (KDJ, CV, PBC, MSP, JRP).

## Supporting information

Supplementary Material

# Supplementary material for: Sexual dimorphism in cardiac transcriptome associated with a troponin C murine model of hypertrophic cardiomyopathy
**Source:** Physiol Rep. 2020 Mar 19;8(6):e14396. doi: 10.14814/phy2.14396
**Supplement:** Supplementary file 1 — Supplementary Material

**Supplementary Figure 1 – Trends for Echocardiographic Measurements**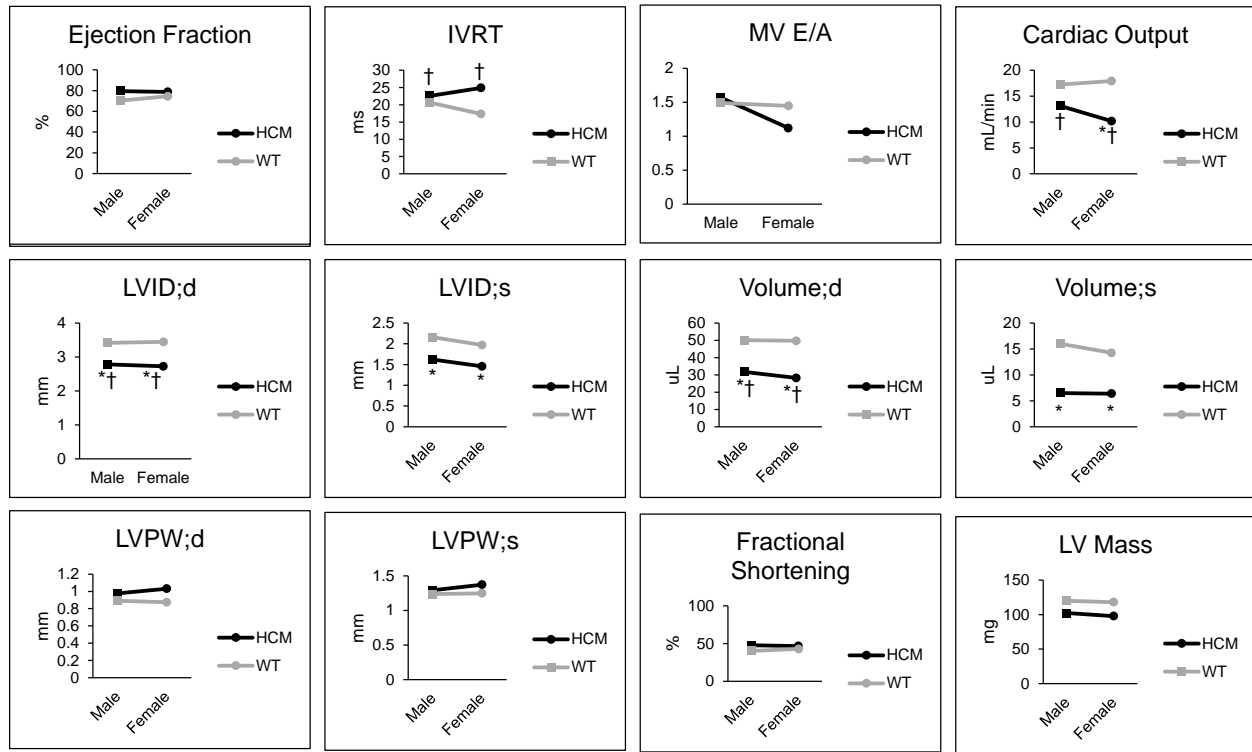

Data pots are presented as AVG. EF indicates ejection fraction; IVRT, isovolumetric relaxation time; MV E/A, mitral valve early-peak-flow to atrial-peak-flow velocity ratio; LVID;d/s, diastolic/systolic left ventricular internal diameter; V;d/s, diastolic/systolic diameter; LVPW;d/s, diastolic/systolic left ventricular posterior wall thickness; and LV Mass, left ventricular mass. ANOVA with least significant difference post hoc test.

\*P<0.05 vs WT-Male within age timepoint.

†P<0.05 vs WT-Female within age timepoint.

‡P<0.05 vs HCM-Male within age timepoint.

**Supplementary Table 1 – Summary of Mouse Information for RNAseq.**

| <b>Mouse ID#</b> | <b>Sex</b> | <b>Genotype</b> |
|------------------|------------|-----------------|
| 1009             | M          | HCM             |
| 1025             | M          | HCM             |
| 1026             | M          | HCM             |
| 1028             | M          | HCM             |
| 981              | F          | HCM             |
| 984              | F          | HCM             |
| 988              | F          | HCM             |
| 1014             | F          | HCM             |
| 1058             | M          | WT              |
| 1059             | M          | WT              |
| 1040             | M          | WT              |
| 1041             | M          | WT              |
| 1045             | F          | WT              |
| 1046             | F          | WT              |
| 1047             | F          | WT              |
| 1048             | F          | WT              |

Mouse ID with corresponding sex and genotype used in RNA sequencing.

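The table pairs the number of each mouse with its sex and genotype, and sex-linked transcripts can be set beside it. Xist, made only by an inactive X chromosome, was at 253.6 to 484.9 CPM in 7 of the 8 libraries labelled female and at most 0.971 CPM in the 8 libraries labelled male. In the library labelled HCM female 1014 it was at 1.41 CPM, from 19 counts, which is 0.383% of the mean of the 7 other female libraries (95% counting interval 0.231% to 0.598%). The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 92.1, 60.7, 21.8 and 20.2 CPM in this library, against 108 ± 6.19, 59.7 ± 3.85, 19.2 ± 3.36 and 26.4 ± 2.86 CPM in male mice (mean ± SD, n = 8), so that Ddx3y and Uty lie below the lowest male library, at 99.0 and 21.1 CPM, and Eif2s3y and Kdm5d within the male range. In the 4 WT females these genes had 0 counts, and in HCM females 981, 984 and 988 at most 2 counts each. The genotypes in the table were not checked, because counts per gene do not show a point mutation.

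**Figure D4:**
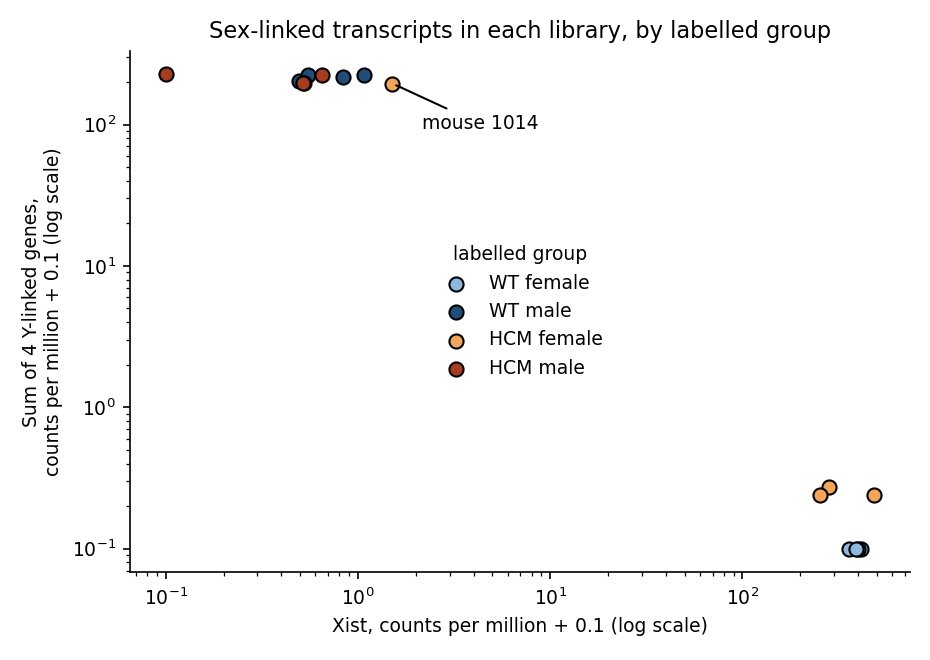
Xist against the sum of Ddx3y, Eif2s3y, Kdm5d and Uty, in CPM, 1 point for each of the 16 left ventricles, colored by the group in its label. The library labelled HCM female 1014 lies with the male mice, at 1.41 CPM of Xist.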

**Supplementary Table 2 – Heat Map Detailed Information**

| Gene          | log2<br>(WT<br>count) | log2<br>(HCM<br>count) | Mean<br>Count | log2<br>(Fold<br>Change) | Std.Error<br>log2<br>(Fold<br>Change) | q value  |
|---------------|-----------------------|------------------------|---------------|--------------------------|---------------------------------------|----------|
| 3632451O06Rik | 8.62                  | 7.72                   | 302.04        | -0.9                     | 0.14                                  | 0.00E+00 |
| 4833420G17Rik | 7.54                  | 6.57                   | 140.78        | -0.97                    | 0.15                                  | 0.00E+00 |
| Abcd2         | 7.67                  | 6.77                   | 156.18        | -0.89                    | 0.15                                  | 0.00E+00 |
| Aqp1          | 12.76                 | 11.92                  | 5421.92       | -0.84                    | 0.14                                  | 0.00E+00 |
| Capn3         | 6.34                  | 4.98                   | 56.31         | -1.36                    | 0.16                                  | 0.00E+00 |
| Ccbe1         | 7.27                  | 5.84                   | 106.01        | -1.43                    | 0.14                                  | 0.00E+00 |
| Cdh19         | 6.65                  | 5.7                    | 76.32         | -0.95                    | 0.13                                  | 0.00E+00 |
| Chmp4c        | 8.02                  | 7.13                   | 199.78        | -0.89                    | 0.12                                  | 0.00E+00 |
| Cry1          | 8.13                  | 6.99                   | 203.96        | -1.14                    | 0.13                                  | 0.00E+00 |
| Dgat2         | 12.68                 | 11.66                  | 4906          | -1.02                    | 0.13                                  | 0.00E+00 |
| Fmo2          | 10.05                 | 9.11                   | 806.55        | -0.93                    | 0.13                                  | 0.00E+00 |
| Foxo3         | 9.85                  | 8.93                   | 703.55        | -0.92                    | 0.15                                  | 0.00E+00 |
| Inadl         | 9.15                  | 8.23                   | 434.11        | -0.92                    | 0.09                                  | 0.00E+00 |
| Kbtbd12       | 8.87                  | 7.84                   | 349.15        | -1.03                    | 0.12                                  | 0.00E+00 |
| Lonrf1        | 8.15                  | 7.21                   | 216.15        | -0.94                    | 0.16                                  | 0.00E+00 |
| Magi2         | 7.45                  | 6.55                   | 134.32        | -0.9                     | 0.11                                  | 0.00E+00 |
| Mme           | 8.49                  | 7.59                   | 276.51        | -0.9                     | 0.11                                  | 0.00E+00 |
| Mylk4         | 11.9                  | 10.98                  | 2918.83       | -0.92                    | 0.15                                  | 0.00E+00 |
| Nos1ap        | 6                     | 5.16                   | 49.89         | -0.84                    | 0.13                                  | 0.00E+00 |

## Sexually Dimorphic HCM Cardiac Transcriptome

|               |       |       |         |       |      |          |
|---------------|-------|-------|---------|-------|------|----------|
| Ogdhl         | 11.28 | 5.9   | 1269.56 | -5.38 | 0.16 | 0.00E+00 |
| Pfkfb1        | 7.55  | 6.68  | 144.72  | -0.87 | 0.13 | 0.00E+00 |
| Rapgef5       | 9.11  | 8.19  | 422.09  | -0.92 | 0.11 | 0.00E+00 |
| Slc46a3       | 7.98  | 7.05  | 192.78  | -0.93 | 0.1  | 0.00E+00 |
| Tmem245       | 10.35 | 9.25  | 957.21  | -1.11 | 0.13 | 0.00E+00 |
| Tmie          | 5.61  | 4.76  | 38      | -0.85 | 0.15 | 0.00E+00 |
| Acta2         | 10.84 | 11.77 | 2660.76 | 0.93  | 0.2  | 4.50E-05 |
| Actg2         | 3.36  | 4.28  | 14.87   | 0.92  | 0.19 | 2.20E-05 |
| Arntl         | 5.56  | 6.63  | 73.03   | 1.07  | 0.2  | 2.00E-06 |
| Cdh22         | 4.22  | 5.11  | 26.64   | 0.89  | 0.2  | 8.80E-05 |
| Cdkn1a        | 7.71  | 8.62  | 300.94  | 0.91  | 0.2  | 6.40E-05 |
| Cilp          | 6.6   | 7.68  | 151.09  | 1.08  | 0.2  | 2.00E-06 |
| Crlf1         | 4     | 5.09  | 24.95   | 1.09  | 0.2  | 2.00E-06 |
| Cx3cr1        | 4.89  | 5.83  | 43.21   | 0.94  | 0.19 | 1.10E-05 |
| D630045M09Rik | 3.8   | 5.21  | 25.47   | 1.41  | 0.18 | 0.00E+00 |
| Eya1          | 4.31  | 5.3   | 29.58   | 0.98  | 0.18 | 1.00E-06 |
| Fetub         | 2.94  | 3.84  | 10.98   | 0.9   | 0.2  | 9.90E-05 |
| Gcnt1         | 6.44  | 7.34  | 124.2   | 0.9   | 0.18 | 1.50E-05 |
| Gm19277       | 3.12  | 4.12  | 13.02   | 1     | 0.19 | 4.00E-06 |
| H19           | 6.66  | 7.53  | 143.18  | 0.87  | 0.18 | 1.80E-05 |
| Krt18         | 3.6   | 4.93  | 21.32   | 1.33  | 0.2  | 0.00E+00 |
| Krt19         | 3.08  | 4.19  | 13.37   | 1.11  | 0.2  | 1.00E-06 |
| Lad1          | 5.79  | 6.72  | 80.43   | 0.92  | 0.19 | 1.70E-05 |
| Mrln          | 2.81  | 3.81  | 10.49   | 1     | 0.19 | 7.00E-06 |

# Sexually Dimorphic HCM Cardiac Transcriptome

|         |      |      |       |      |      |          |
|---------|------|------|-------|------|------|----------|
| Pvt1    | 3.31 | 4.22 | 14.29 | 0.91 | 0.19 | 3.50E-05 |
| Slc1a2  | 3.44 | 4.35 | 15.61 | 0.9  | 0.19 | 2.80E-05 |
| Slc52a3 | 3.49 | 4.41 | 16.23 | 0.92 | 0.2  | 8.10E-05 |
| Spon2   | 5    | 6.13 | 51    | 1.13 | 0.2  | 1.00E-06 |
| Timp1   | 4.34 | 5.41 | 31.35 | 1.07 | 0.2  | 4.00E-06 |
| Tmem100 | 5.19 | 6.25 | 56.37 | 1.06 | 0.19 | 1.00E-06 |
| Ubxn10  | 5.4  | 6.38 | 62.55 | 0.98 | 0.2  | 1.50E-05 |

Further detailed information of the Figure 4 HCM vs WT transcriptomic heat map analysis pertaining normalized expression values of the 25 most upregulated (top section) and 25 most downregulated (bottom section) genes. 

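The table gives the log2 expression in WT and HCM left ventricles, the log2 fold change and its standard error for 50 genes, 25 higher and 25 lower in HCM. Of these, 45 were tested here, and all 45 were called in the direction of the table, 20 higher and 25 lower, with a largest edgeR adjusted p of 0.00403. Among the higher genes, Arntl, a core clock activator, was at 10.8 ± 8.20 CPM in HCM and 1.40 ± 0.428 CPM in WT mice (n = 8 each; edgeR log2 fold change 2.97 ± 0.54, adjusted p = 0.0013). WT male 1058 stood apart from its group for Arntl, at 2.35 CPM next to 1.32 CPM, and HCM male 1028, at 1.65 CPM, was below it, while the other HCM males were at 16.3 to 21.8 CPM. The time of day at which hearts were taken, on which clock genes depend, is not given in the sources used here. Timp1, an inhibitor of matrix metalloproteinases, and Cilp, a matrix protein, rose by 2.23 ± 0.45 (adjusted p = 0.0021) and 2.29 ± 0.42 (0.0015). Among the lower genes, Capn3, a calcium-dependent protease of muscle, and Cry1, a clock repressor, had -1.69 ± 0.19, adjusted p = 1.8e-05 and -1.29 ± 0.14, adjusted p = 1.8e-05.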

Ordered in alphabetical order.

**Supplementary Table 3 – Notable Canonical Pathways Altered in HCM vs. WT**

| Ingenuity Canonical Pathways                 | -log(p-value) | Ratio  | z-score | Molecules                                                                                                                                                                                                                                                                                                                                                                                                  |
|----------------------------------------------|---------------|--------|---------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| EIF2 Signaling                               | 36.7          | 0.293  | 5.191   | ACTA2,ACTG2,AGO3,FAU,HRAS,IRS2,PIK3C3,PIK3R1,RPL10,RPL10A,RPL11,RPL12,RPL13,RPL13A,RPL14,RPL17,RPL18,RPL18A,RPL19,RPL21,RPL22,RPL23,RPL27A,RPL28,RPL3,RPL31,RPL35,Rpl36a,RPL37,RPL38,RPL39,RPL4,RPL41,RPL5,RPL6,RPL7A,RPL8,RPL9,RPLP0,RPLP2,RPS10,RPS11,RPS12,RPS13,RPS14,RPS15,RPS15A,RPS16,RPS19,RPS20,RPS21,RPS23,RPS25,RPS26,RPS27A,RPS27L,RPS28,RPS29,RPS3,RPS4Y1,RPS5,RPS6,RPS7,RPS8,RPS9,RPSA,RRAS2 |
| VDR/RXR Activation                           | 2.76          | 0.128  | 2.828   | CD14,CDKN1A,EP300,HES1,IGFBP6,NCOA3,NCOR1,NCOR2,PRKCQ,TGFB2                                                                                                                                                                                                                                                                                                                                                |
| Regulation of Actin-based Motility by Rho    | 2.85          | 0.124  | 2.53    | ACTA2,ACTG2,ARPC1B,ARPC3,ARPC5,CFL1,MYL6,PAK4,PI4KA,RHOC,RHOJ                                                                                                                                                                                                                                                                                                                                              |
| Actin Nucleation by ARP-WASP Complex         | 2.92          | 0.145  | 2.333   | ARPC1B,ARPC3,ARPC5,HRAS,RHOC,RHOJ,ROCK2,RAS2,VASP                                                                                                                                                                                                                                                                                                                                                          |
| Glutathione Redox Reactions I                | 2.52          | 0.208  | 2.236   | GPX1,GPX4,GSR,GSTM1,GSTP1                                                                                                                                                                                                                                                                                                                                                                                  |
| ILK Signaling                                | 3.51          | 0.102  | 2.183   | ACTA2,ACTG2,CFL1,CREB3,DSP,FBLIM1,FLNB,IRS2,KRT18,LIMS1,MYH6,MYH7,MYL6,PIK3C3,PIK3R1,PPP2R3A,PPP2R5D,RHOC,RHOJ,TNFRSF1A                                                                                                                                                                                                                                                                                    |
| TCA Cycle II (Eukaryotic)                    | 1.75          | 0.167  | -2      | ACO2,OGDH,OGDHL,SUCLA2                                                                                                                                                                                                                                                                                                                                                                                     |
| Superpathway of Inositol Phosphate Compounds | 1.59          | 0.0717 | -2.183  | CILP,DUSP16,INPPL1,IRS2,NT5C,PI4KA,PIK3C3,PIK3R1,PLCB4,PIIP5K2,PPP1R13B,PPP2R3A,PPP2R5D,PTPRM,PXYLP1,SEC16A,SET                                                                                                                                                                                                                                                                                            |
| Superpathway of Methionine Degradation       | 1.71          | 0.135  | -2.236  | AHCYL1,GOT2,MMUT,PCCA,PRMT5                                                                                                                                                                                                                                                                                                                                                                                |
| Valine Degradation I                         | 4.15          | 0.333  | -2.449  | ABAT,ALDH6A1,AUH,BCKDHA,BCKDHB,DBT                                                                                                                                                                                                                                                                                                                                                                         |

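The table lists, for each canonical pathway, the called genes that the pathway software assigned to it. A pathway's z-score weighs how many of its genes change in the direction that its activation would predict, so a gene that falls can count toward activation and a list can hold more lower than higher genes. Many of the lists share genes. Pik3r1, Pik3c3 and Irs2, which act in insulin and PI3-kinase signaling, are lower in HCM and stand in the lists of eIF2 signaling, ILK signaling and inositol phosphates alike. With Ago3, an Argonaute protein, they are the 4 lower genes of the eIF2 list, whose log2 fold changes are -0.72, -0.35, -1.51 and -0.90 in the order Pik3r1, Pik3c3, Irs2 and Ago3. In the ILK list, Acta2, Actg2, Myh7, Myl6, Rhoc and Rhoj, genes of actin, myosin and small GTPases, are higher, while Lims1, Fblim1, Dsp and Myh6 are lower. In the list of inositol phosphates the 4 higher genes are Cilp, Nt5c, Pxylp1 and Set.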

Further detailed information of the Figure 5 HCM vs WT comparison of altered canonical pathways analyzed through the IPA software.

**Supplementary Figure 2 – REVIGO Gene Ontology Treemap for HCM vs WT Biological Processes**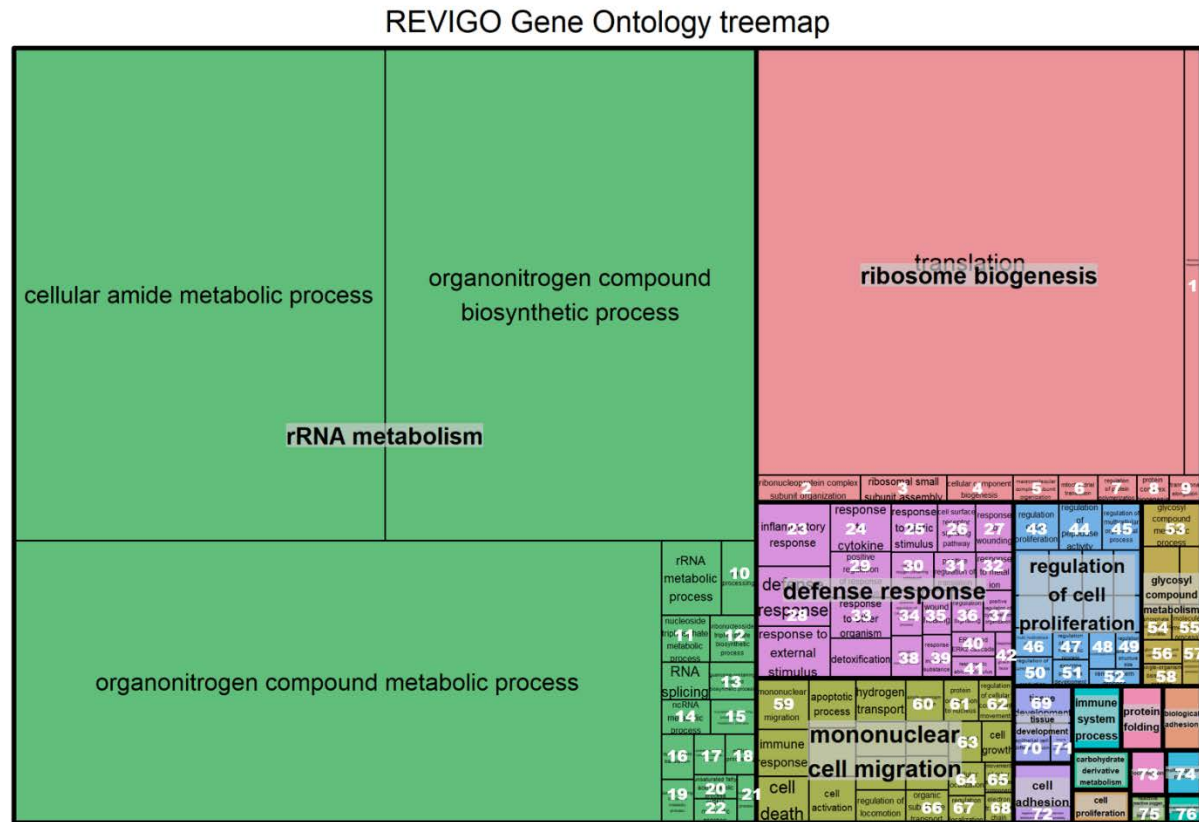

GO Enrichment Treemaps for upregulated genes in the HCM compared to the WT mice, not accounting for sex. Boxes represent *biological processes* enriched with differentially expressed genes. Boxed numbers contain the following terms: 1. ribosome biogenesis; 2. ribonucleoprotein complex subunit organization; 3. ribosomal small subunit assembly; 4. cellular component biogenesis; 5. macromolecular complex subunit organization; 6. mitochondrial translation; 7. regulation of protein polymerization; 8. protein complex biogenesis; 9. translational elongation; 10. translational elongation; 11. nucleoside triphosphate metabolic process; 12. ribonucleoside triphosphate biosynthetic process; 13. guanosine-containing compound biosynthetic process; 14. ncRNA metabolic process; 15. nucleobase-containing small molecule metabolic process; 16. cytoplasmic translation; 17. pyrimidine-containing compound metabolic process; 18. mRNA processing; 19. purine-containing compound metabolic process; 20. unsaturated fatty acid metabolic process; 21. icosanoid metabolic process; 22. mRNA metabolic process; 23. inflammatory response; 24. response to cytokine; 25. response to biotic stimulus; 26. cell surface receptor signaling pathway; 27. response to wounding; 28. defense response; 29. positive regulation of response to stimulus; 30. response to oxygen-containing compound; 31. positive regulation of translation; 32. response to metal ion; 33. response to other organism; 34. positive regulation of cellular amide metabolic process; 35. wound healing; 36. regulation of signaling; 37. positive regulation of cytoskeleton organization; 38. regulation of cell communication; 39. response to inorganic substance; 40. ERK1 and ERK2 cascade; 41. response to abiotic stimulus;

42. response to fibroblast growth factor; 43. regulation of cell proliferation; 44. regulation of peptidase activity; 45. regulation of multicellular organismal process; 46. multicellular organism process; 47. regulation of protein metabolic process; 48. outer ear morphogenesis; 49. regulation of anatomical structure size; 50. regulation of tumor necrosis factor production; 51. exocrine pancreas development; 52. renal system process; 53. glycosyl compound metabolic process; 54. ribose phosphate biosynthetic process; 55. small molecule metabolic process; 56. glycosyl compound catabolic process; 57. fatty acid derivative metabolic process; 58. single-organism biosynthetic process; 59. mononuclear cell migration; 60. single-organism localization; 61. protein localization to nucleus; 62. regulation of cellular component movement; 63. localization of cell; 64. cellular localization; 65. movement of cell or subcellular component; 66. organic substance transport; 67. regulation of localization; 68. electron transport chain; 69. tissue development; 70. epithelial cell differentiation; 71. muscle structure development; 72. negative regulation of substrate adhesion-dependent cell spreading; 73. locomotion; 74. multi-organism process; 75. reactive oxygen species metabolic process; 76. chaperone-mediated protein folding.

Area of the boxes represent the degree of enrichment for each process as determined by FDR-adjusted p-value.

**Supplementary Figure 3 – REVIGO Gene Ontology Treemap for HCM vs WT Cellular Components**

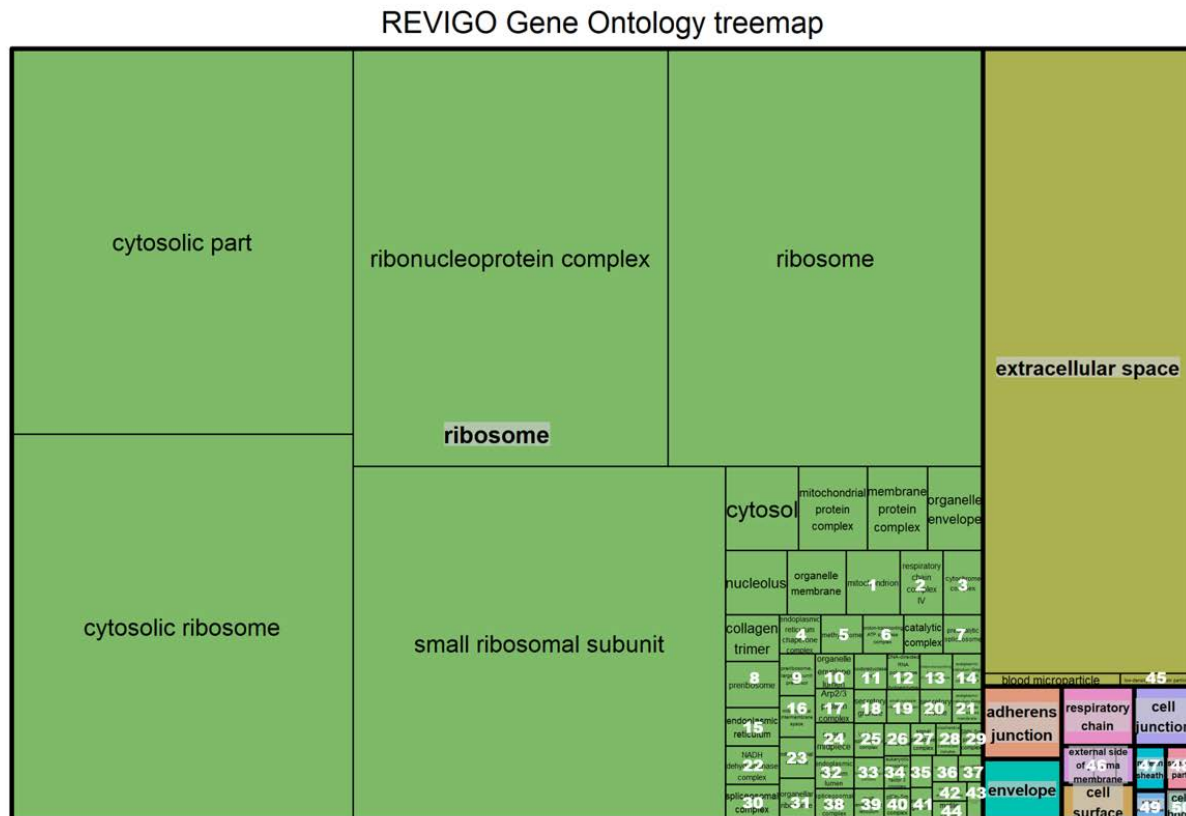

GO Enrichment Treemaps for upregulated genes in the HCM compared to the WT mice, not accounting for sex. Boxes represent *cellular components* enriched with differentially expressed genes. Boxed numbers contain the following terms: 1. mitochondrion; 2. respiratory chain complex IV; 3. cytochrome complex; 4. endoplasmic reticulum chaperone complex; 5. Methylosome; 6. proton-transporting ATP synthase complex; 7. precatalytic spliceosome; 8. Preribosome; 9. preribosome, large subunit precursor; 10. organelle envelope lumen; 11. oxidoreductase complex; 12. DNA-directed RNA polymerase II, holoenzyme; 13. proton-transporting two-sector ATPase complex; 14. endoplasmic reticulum-Golgi intermediate compartment; 15. endoplasmic reticulum; 16. mitochondrial intermembrane space; 17. Arp2/3 protein complex; 18. secretory granule; 19. small nucleolar ribonucleoprotein complex; 20. secretory vesicle; 21. endoplasmic reticulum-Golgi intermediate compartment membrane; 22. NADH dehydrogenase complex; 23. mitochondrial ribosome; 24. sperm midpiece; 25. U12-type spliceosomal complex; 26. nuclear membrane; 27. signal peptidase complex; 28. mitochondrial outer membrane translocase complex; 29. SMN-Sm protein complex; 30. spliceosomal complex; 31. organellar ribosome; 32. endoplasmic reticulum lumen; 33. small nuclear ribonucleoprotein complex ; 34. eukaryotic translation initiation factor 3 complex; 35. Melanosome; 36. oligosaccharyltransferase complex; 37. pre-snoRNP complex; 38. spliceosomal snRNP complex; 39. rough endoplasmic reticulum; 40. pICln-Sm protein complex; 41. pigment granule; 42. transcription export complex; 43. anaphase-promoting complex; 44. motile cilium; 45. low-density lipoprotein particle; 46. external

side of plasma membrane; 47. myelin sheath; 48. sperm part; 49. side of membrane;  
50. cell body.

Area of the boxes represent the degree of enrichment for each process as determined by FDR-adjusted p-value.

# Supplementary Figure 4 – REVIGO Gene Ontology Treemap for HCM vs WT Molecular Function

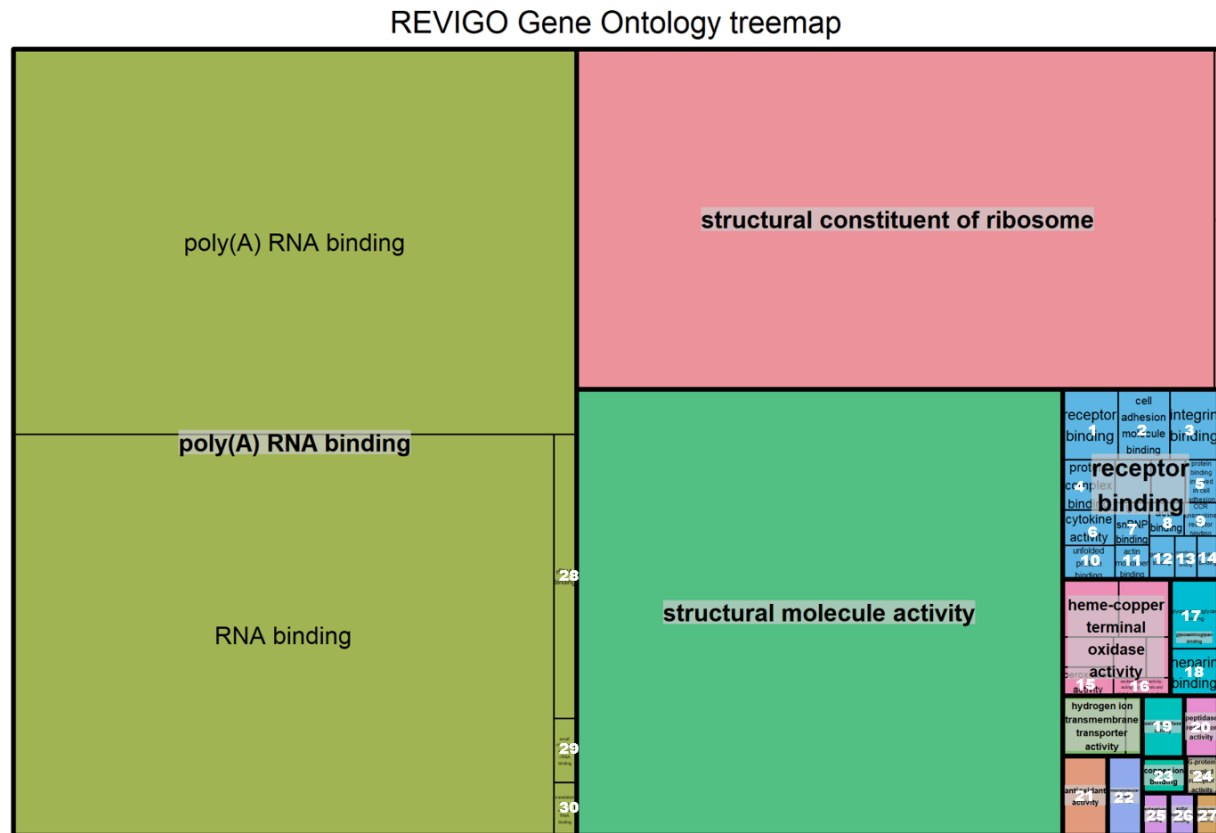

GO Enrichment Treemaps for upregulated genes in the HCM compared to the WT mice, not accounting for sex. Boxes represent *molecular function* enriched with differentially expressed genes. Boxed numbers contain the following terms: 1. receptor binding; 2. cell adhesion molecule binding; 3. integrin binding; 4. protein complex binding; 5. protein binding involved in cell adhesion; 6. cytokine activity; 7. snRNP binding; 8. actin binding; 9. CCR chemokine receptor binding; 10. unfolded protein binding; 11. actin monomer binding; 12. protease binding; 13. transferrin receptor binding; 14. cytokine binding; 15. peroxidase activity; 16. oxidoreductase activity, acting on diphenols and related substances as donors; 17. glycosaminoglycan binding; 18. heparin binding; 19. oxidoreductase binding; 20. peptidase regulator activity; 21. antioxidant activity; 22. macromolecular complex binding; 23. copper ion binding; 24. G-protein-coupled receptor activity; 25. extracellular matrix binding; 26. sulfur compound binding; 27. molecular transducer activity; 28. rRNA binding; 29. small ribosomal subunit rRNA binding; 30. translation factor activity, RNA binding. Area of the boxes represent the degree of enrichment for each process as determined by FDR-adjusted p-value.

**Supplementary Table 4 – Canonical Pathways in HCM Male vs. Female Analysis that Were Notable in WT vs KI**

| Ingenuity Canonical Pathways                 | -log(p-value) | Ratio  | z-score | Molecules                                                                                                                                                                                                                                                                                                     |
|----------------------------------------------|---------------|--------|---------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| EIF2 Signaling                               | 22.3          | 0.223  | 3.651   | AGO2,ATF4,ATF5,CDK11A,EIF2S2,EIF3K,EIF5B,FAU,FGFR3,FRS2,GSK3B,MAPK1,RPL10,RPL12,RPL13,RPL13A,RPL18A,RPL22,RPL23,RPL28,RPL3,RPL31,RPL35,Rpl36a,RPL36AL,RPL37,RPL37A,RPL38,RPL39,RPL41,RPL5,RPL7,RPS12,RPS14,RPS15,RPS16,RPS19,RPS20,RPS21,RPS23,RPS24,RPS26,RPS28,RPS29,RPS3,RPS4Y1,RPS5,RPS7,RPS9,SOS2,SREBF1 |
| Valine Degradation I                         | NOT FOUND     |        |         |                                                                                                                                                                                                                                                                                                               |
| ILK Signaling                                | 2.02          | 0.0812 | 1.069   | ATF4,FGFR3,FRS2,GSK3B,JUN,KRT18,MAP2K4,MAPK1,MYH7,MYH7B,MYL6,PARVB,PPM1L,RHOT2,RPS6KA5,VIM                                                                                                                                                                                                                    |
| Actin Nucleation by ARP-WASP Complex         | 1.82          | 0.113  | -1.89   | ACTR3,ARPC5L,GNA12,PPP1R12C,RHOT2,ROCK2,SOS2                                                                                                                                                                                                                                                                  |
| Regulation of Actin-based Motility by Rho    | 0.492         | 0.0562 | 0.447   | ACTR3,ARPC5L,MYL6,Ppp1r12b,RHOT2                                                                                                                                                                                                                                                                              |
| VDR/RXR Activation                           | 2.26          | 0.115  | 1.342   | CEBPB,EP300,IGFBP3,MED1,NCOA1,NCOA2,PRKCB,SPP1,TGFB2                                                                                                                                                                                                                                                          |
| Glutathione Redox Reactions I                | 0             | 0.0417 | #NUM!   | MGST3                                                                                                                                                                                                                                                                                                         |
| TCA Cycle II (Eukaryotic)                    | 0.57          | 0.0833 | #NUM!   | CS,DLST                                                                                                                                                                                                                                                                                                       |
| Superpathway of Methionine Degradation       | 0             | 0.027  | #NUM!   | MTR                                                                                                                                                                                                                                                                                                           |
| Superpathway of Inositol Phosphate Compounds | 0.693         | 0.0549 | -1.387  | CDC25B,ERBB3,ERBB4,FGFR3,FRS2,FYN,PLCE1,PPIP5K1,PPM1K,PPP1R12C,PPTC7,SACM1L,SYNJ1                                                                                                                                                                                                                             |

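The table lists the genes that the study assigned to these pathways in the comparison of HCM males and females, and the values here are log2 fold changes of mice labelled HCM female against HCM males. The eIF2 list holds mostly ribosomal proteins, with Atf4 and Atf5, transcription factors of the integrated stress response, at 0.40 ± 0.12 and 0.48 ± 0.12 (edgeR adjusted p = 0.085 and 0.070). Of its 50 genes, 0 were called higher and 1 lower over all genes (Ago2, -0.93 ± 0.16, adjusted p = 0.038; the call ended without 984, 988, 1009, 1025 or 1028, at 0.103, 0.102, 0.117, 0.107 or 0.0508), and 44 higher and 6 lower when adjusted over the list alone. The ILK list of 16 genes had 8 higher and 8 lower over the list alone, the VDR/RXR list of 9 had 4 and 5, the ARP-WASP list of 7 had 2 and 5 and the inositol phosphate list of 13 had 4 and 9. Over all genes edgeR called 0 in these 4 lists, and DESeq2 called each list's genes in the numbers given over the list alone. Myh7, the slow myosin of the ILK list, was at 1013 ± 27.8 CPM in mice labelled HCM female and 595 ± 162 CPM in HCM males (0.77 ± 0.17, adjusted p = 0.056).

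The study drew these lists from the same libraries, so they are not independent evidence of a direction. The p-values of these lists were not adjusted over lists. Camera gave unadjusted p = 1.5e-16 for the eIF2 list, and unadjusted p = 0.0828 with an estimated correlation. For the ARP-WASP and inositol phosphate lists it gave unadjusted p = 0.0423 and 0.0136, both downward, and 0.160 and 0.0646 with an estimated correlation. The ILK and VDR/RXR lists had camera unadjusted p = 0.967 and 0.378. The library labelled HCM female 1014 is part of this comparison. Without it all 5 lists kept their direction, the ARP-WASP list rose to a camera unadjusted p of 0.0897, and 12 genes of the eIF2 list were called higher and 1 lower. Atf4, Atf5 and Myh7 had 0.45, 0.60 and 0.77, of which Atf5 passed (adjusted p = 0.0260; 1.7e-05 to 0.165 over all alternatives).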

Further detailed information for the HCM female versus HCM male pathways that were significantly changed within the HCM vs WT comparison.

How the deposited data were processed for this re-analysis (not part of the article)

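The study measured poly(A)-selected RNA of the left ventricle in 16 mice, 4 in each group of sex and genotype. The authors aligned single-end reads to GRCm38 (mm10) with TopHat 2 at its default settings through a hosted RNA-Seq alignment application, and counted reads per gene. The deposited table holds these counts as whole numbers that are not normalized, and every value here starts from them. The authors tested their counts with DESeq2 (version 1.6.3). The annotation, the counting program, its strand setting and the sequencing lane of each library are not given in the sources used here. Whether a count holds reads of the opposite strand or of pseudogenes was not analysed here.

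The table has 24421 gene entries. Of these, 27 entries carry a date in place of a gene name (25 distinct dates, 0.125% of all counts) and were left out of library sizes and tests, because more than 1 gene can stand behind such a date. Among the 24394 named entries, 4627 have no count in any library, and no mitochondrially encoded or haemoglobin gene has a count. Gene positions, lengths and GC content came from the GENCODE vM21 annotation of GRCm38, in which 23350 entries were found by symbol, 650 by an older symbol and 394 not at all. Total counts ranged from 6821234 to 17078394 per library, TMM factors from 0.957 to 1.05 and the share of the 10 most abundant genes from 11.2% to 14.3%. The reads carry no molecular identifiers, so the 95% intervals given for single libraries cover counting error only, and the spread between mice is larger. Within the 4 groups, the 24 pairs of libraries differed by 4.80 to 22.6 times counting noise (chi-square per degree of freedom over genes with at least 20 counts in the pair) and correlated with r = 0.976 to 0.989, so every pair differs by more than counting noise. Each mouse has its own number, so each library is 1 replicate.

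Groups were compared in R 4.3.3 with edgeR 4.0.16: TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit with robust estimation, glmQLFTest and the Benjamini-Hochberg adjustment, with a gene called at a false discovery rate under 0.05. HCM was compared with WT over 16 libraries with no term for sex, as in the study. HCM females and HCM males, WT females and WT males, females of both genotypes and males of both genotypes were compared over their 8 libraries alone, and the interaction of sex and genotype over 16 libraries. Standard errors of edgeR's log2 fold changes were computed from the fold change and the F statistic of the test. Overlaps and the genes around Tnnc1 were tested with Fisher's exact test, and scores of principal components with exact permutation tests. Principal components were taken over the 500 genes with the largest variance after the blind variance-stabilizing transformation of DESeq2 1.42.0. Libraries were clustered by average linkage with 1 minus Pearson's correlation as distance, on scaled log2 CPM (prior count 2) of 25 higher and 25 lower genes. Lists of genes were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with p adjusted over the 40 lists that had tested genes. For the lists that the study drew from these libraries p was left unadjusted. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3.

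Groups, tests, alternatives, 42 lists of pathways, complexes and cell type markers, and the rule for naming genes were set before the data were examined. That rule takes every gene the study names in its text, in Figure 6c and in Supplementary Table S2, whose printed values had been seen, and Tnnc1. It adds the 10 higher and 10 lower genes with the smallest p, among called genes whose groups do not overlap, in each of the comparisons HCM against WT, HCM females against HCM males and WT females against WT males. It also adds up to 4 genes with the smallest p in each list, Xist and 4 Y-linked genes, and up to 10 called genes with the largest change within 10 Mb of Tnnc1. Lists that the study drew from these libraries were kept apart from the 42 lists. Some of the 42 were written for pathways that the study had found in these libraries. Tests of those lists are not independent evidence that the pathways change. Some genes and 1 of the study's lists are not reported here.

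The alternatives were DESeq2 with its default test and with betaPrior=TRUE, limma-voom, DESeq2 size factors or upper-quartile factors in edgeR, no filter on low counts, at least 10 counts in every library, factors computed without ribosomal protein genes, smooth trends in gene length and GC content as offsets, a term for sex, a fit of all libraries in 4 groups, a false discovery rate of 0.01 (0.1 for overlaps), and each library left out in turn. For principal components they were log2 CPM, all tested genes and 1000 genes, for clustering Euclidean distance and 500 genes, for lists an estimated correlation, the fry test and DESeq2 size factors, and for Tnnc1 windows of 5 and 20 Mb. DESeq2 without the library labelled HCM female 1014, list tests with offsets, principal components of autosomal genes or with a library left out, overlaps with a library left out, with betaPrior=TRUE or by DESeq2 without 1014, and the Tnnc1 window in each sex were chosen after seeing the data.

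The tests were tested on simulated data with the means and spread of these libraries. Of 100 genes changed 1.5-fold and 100 changed 2-fold, edgeR called 74 and 95 between 8 and 8 libraries, 49 and 81 with the spread of the HCM sexes and 70 and 86 with that of the WT sexes. The share of false calls was 7.14%, 6.48% and 7.14% for edgeR and 13.0%, 14.2% and 11.9% for DESeq2, against a threshold of 5%. A list of 40 genes raised 1.3-fold was found by camera with an estimated correlation in all 3 designs (p = 2.5e-10, 5.0e-06 and 4.5e-06), and a list of 40 genes left as they were was not. Each design was simulated a single time, and the genes were drawn independently of each other. The simulation therefore does not show whether camera with an estimated correlation can find a list whose genes vary together.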

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

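The tests of the library labelled HCM female 1014 for a mixture, a swap or a wrong label, the test of read alignment around Tnnc1, and the Tnnc1 window in each sex were chosen only after the result was seen.

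In the group labelled HCM female, mouse 1014 stands far from the other 3 in its Y-linked transcripts, with a gap of 0.998 (Ddx3y), 0.999 (Eif2s3y), 0.997 (Kdm5d) and 1 (Uty) of the group's whole range, each beyond the 95% critical value for 4 libraries, which 6 of 68 groups passed (3.4 by chance). The tables argue against male RNA mixed into a library of a female mouse, since Xist has an upper 95% limit of 0.598% of the mean of the 7 other libraries labelled female. They also argue against a swap with one of the other 15 libraries, since 0 of the 8 libraries labelled male have Xist above 10% of that mean. A wrong sex label, or RNA of another mouse, stays open, as the Y-linked genes lie between 0.765 and 1.13 times the male mean. No biological explanation was tested.

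Between the libraries labelled HCM female and HCM male, 108 genes were called (0 without 1009 to 391 without 981, as listed above), against at most 7 in the other ways of dividing these libraries (35 splits in all). This argues against chance, but 35 splits cannot exclude it, and without 1009, 984, 988 or 1025 the count was also at most 7. Whether the sex of the animals alone accounts for the 108 genes was tested by placing the library labelled HCM female 1014, which was used neither to choose the genes nor to set the means. On 200 autosomal genes it was nearer the female mean for 61.5%, and the bound set before this value was seen, over 50% and within the range of the other 3 (32.0% for 981, 90.5% for 984 and 76.5% for 988), was met, which would have counted against the sex of the animals alone. That bound was wrong in supposing that the other 3 libraries lie on the female side, since 981 did so for fewer genes than 1014, and the test rests on 1 library, so the explanation was left open after the value was seen. The 4 HCM males, each left out in turn, were nearer the female mean for 15.5% to 27.0% of genes. Sex, age and differences between single mice cannot be told apart for these genes, because the labels give 159 days for 981, 984 and 988, 132 for 1014 and 150 or 152 for the HCM males, because 1 library carries male transcripts under a female label and another labelled female lies between the groups.

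Genes called between HCM and WT are more frequent within 10 Mb of Tnnc1 than elsewhere, a signal in positions the paper did not analyse, with an odds ratio of 1.955 (95% interval 1.24 to 3.06) that was 1.74 in females alone and 2.03 in males alone. DNA around the targeted allele that comes from another strain, as the strain label C57BL/6J+sv129 allows, may account for this as a hypothesis found and tested on the same libraries. Reads of such DNA aligning less often to the reference would lower most of these genes, and 65.0% of the called ones were lower in HCM, with an exact 95% interval of 48.3% to 79.4% that holds both an even split and the bound of 75%, so this stays open. The genotype itself, through an effect of the troponin C mutation on genes nearby, was not tested. Within 20 Mb of Tnnc1 47.0% of the tested genes were called (odds ratio 2.00, Fisher's exact test, two-sided, p = 1.3e-05), and 64.1% of the called ones were lower (95% interval 52.4% to 74.7%). All these tests and intervals count genes, which are not independent replicates, so they can overstate the evidence. Windows of 20 Mb were also set every 5 Mb along the genome, so that neighbouring windows overlap and share genes. Of 466 such windows with enough tested genes, the 4 with the highest share of called genes, 49.4% to 54.8%, lie on chromosome 14. Of these, 1 holds Tnnc1, and the next window is on chromosome 16 (48.4%). Because windows overlap, the 4 are not separate observations.

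Other values stood apart or lie outside what the paper analysed, and are given without explanation. Tnnc1 was at 3380 CPM in the library labelled HCM female 1014, next to 3985 CPM, a gap of 0.934 of the range. Arntl in WT male 1058 had a gap of 0.948. The interaction of sex label and genotype was called for 53 genes by edgeR. Its adjusted p was 0.0243 for Abca1, 0.00315 for Tspyl4, 0.0315 for Tet1, 0.00315 for Ier5 and 0.0489 for Jun, genes that the study chose on these libraries. It cannot be assigned to sex, because the group labelled HCM female holds 1014 and shares no age with another group. The highest of the others among 100 splits gave 9 genes, which argues against chance and does not exclude it. Left out 1 at a time, libraries gave counts from 9 (without 1041) to 255 (without 981), as listed with the 7 genes above.

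Camera gave adjusted p between HCM and WT of 1.4e-05 for mitochondrial ribosomal proteins, 0.0133 for endoplasmic reticulum chaperones, 0.00247 for hypertrophy and fetal genes, 4.6e-06 for nuclear genes of oxidative phosphorylation, 0.0110 for the day arm of the clock, 4.3e-11 for extracellular matrix, 0.0283 for fibroblast, 0.0126 for macrophage and 0.0345 for conduction system markers, 0.00831 for the spliceosome and 0.0497 for the proteasome. With an estimated correlation these gave adjusted p = 0.502 to 0.665. Left out 1 at a time, 984 took fibroblast markers to 0.0783, 984, 1026 or 1047 took conduction markers to 0.0503, 0.0503 or 0.0577, and 981, 984, 988, 1014, 1028, 1041, 1045, 1046, 1047 or 1048 took the proteasome to between 0.0534 and 0.160.

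For 1 split, the real one, the count of called genes was as large as the real count in each comparison. This argues against chance for HCM against WT (3980, highest other 1 of 100 splits), WT females against WT males (302, highest other 4 of 35), HCM against WT in females (3160, highest other 1 of 35) and HCM against WT in males (1530, highest other 4 of 35). Splits as few as 35 cannot exclude it.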

How the results depend on the processing

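The alternatives with DESeq2 without 1014, autosomal principal components, list tests with offsets, the Tnnc1 window in 1 sex and the overlaps with a library left out or betaPrior=TRUE were chosen only after the result was seen. Of the named genes called between HCM and WT, between the HCM sexes or between the WT sexes, 0 reversed direction under any alternative set before the data were examined. The majority among called genes did turn. With upper-quartile scaling or the 4-group fit it went from lower to higher between HCM and WT in females and in males, in females also with at least 10 counts in every library or without 1045. Without 984, 988 or 1025 it went from lower to higher between the HCM sexes, between HCM and WT, where it was close to even, it changed with the setting, and in the 4-group fit 9 of the genes called in both sex comparisons were higher in females and 8 in males, against 0 and 8. The clustering by genotype and the odds ratio near Tnnc1 (1.74 to 2.03) kept their outcome in all of theirs. The cause was not tested for any value below, apart from stricter thresholds, which call fewer genes by construction.

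At a false discovery rate of 0.01, edgeR called 1950 genes between HCM and WT, 0 between the HCM sexes (smallest adjusted p 0.0238, 3030 at an unadjusted p under 0.05, 1043 by DESeq2 at its usual threshold), 56 between the WT sexes, 1146 in females, 312 in males and 3 for the interaction. Leaving out 1 library gave 3189 to 4214 genes between HCM and WT, 0 to 391 between the HCM sexes, 102 to 299 between the WT sexes, 2007 to 3128 in females, 597 to 2172 in males, 9 to 255 for the interaction, 0 to 30 called in both sex comparisons, 0 to 2 with opposite directions and 0 to 2 of the 7 genes.

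DESeq2 called 1043 genes between the HCM sexes (1044 with betaPrior=TRUE, 999 without 1014), 532 between the WT sexes (538), 373 for the interaction (512 without 1014), 104 in both sex comparisons (104 with betaPrior=TRUE, 109 without 1014), 7 in opposite directions (7, and 9 without 1014) and all 7 of the study's genes. A fit of all libraries in 4 groups called 1533, 48 and 19 genes between the HCM sexes, the WT sexes and in both. Between the HCM sexes no filter gave 304 genes and length and GC offsets 41. At least 10 counts in every library gave 86 interaction genes. At a false discovery rate of 0.1, 90 genes were called in both sex comparisons, 7 with opposite directions.

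PC1 and PC2 held 27.7% and 24.8% of the variance on log2 CPM, 36.7% and 20.8% over 1000 genes and 40.1% and 14.6% over autosomal genes, PC2 held 16.7% over all tested genes, and with 1 library left out they held 32.6% to 37.9% and 21.2% to 24.3%. Of the lists, 17 of 40 passed between HCM and WT (14 to 20 with 1 library left out) and 22 between the HCM sexes (17 to 24). With an estimated correlation 0 passed in either, and by fry 0 between the HCM sexes.

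Of 267 named genes called between HCM and WT, 28 lost the call without 1 library and 41 under another setting. Of 27 between the HCM sexes these were 27 and 9, and of 39 between the WT sexes 16 and 24.

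No paired analysis was possible because each mouse carries its own number and no number is shared between groups. DESeq2 with betaPrior=TRUE was not run for the interaction. Alternatives for a file of normalized values or of the authors' own comparison had nothing to apply to. Depth limits genes of low count: filterByExpr left 12907 of the named genes to test between HCM and WT.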

Differences from the paper's values

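The betaPrior=TRUE fit for shared genes and DESeq2 without the library labelled HCM female 1014 were chosen only after the result was seen. Between HCM females and HCM males the paper gives 1069 called genes, and edgeR called 108, at the same false discovery rate. Of the alternatives set before the data were examined, DESeq2 (1043), DESeq2 with betaPrior=TRUE (1044) and a fit of all 16 libraries in 4 groups (1533) fall within 1.5 times the paper's count. Those that do not are limma-voom (96), DESeq2 size factors (101) or upper-quartile factors (154) in edgeR, no filter (304), at least 10 counts in every library (121), length and GC offsets (41), factors without ribosomal protein genes (86), a false discovery rate under 0.01 (0 by edgeR, with 3030 genes at an unadjusted p under 0.05) and each library left out in turn (0 to 391). DESeq2 without 1014, chosen after seeing the values, called 999.

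Between WT females and WT males the paper shows about 540 genes in Fig. 6a, read by eye, and edgeR called 302. DESeq2 (532) and DESeq2 with betaPrior=TRUE (538) fall within 1.5 times that count. Limma-voom (279), DESeq2 size factors (298) or upper-quartile factors (232) in edgeR, no filter (345), at least 10 counts in every library (281), the 4-group fit (48), a false discovery rate under 0.01 (56) and each library left out (102 to 299) do not.

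For genes called in both sex comparisons the paper gives 106, and edgeR called 10. DESeq2 (104) and a false discovery rate under 0.1 (90) reach it, and the 4-group fit (19) does not. For those with opposite directions the paper gives 7 and edgeR called 2. DESeq2 (7) and a false discovery rate under 0.1 (7) reach it, and the 4-group fit (2) does not. Of these, the paper has 4 that are higher in HCM males and in WT females and 3 that are higher in HCM females and in WT males, where edgeR called 1 and 1. DESeq2 gave 4 and 3, a false discovery rate under 0.1 gave 5 and 2, and the 4-group fit gave 1 and 1 and does not reach them. By DESeq2 the 7 genes are those the paper names, while at a false discovery rate under 0.1 Eif5b and Jun are not among the 7 and Fbxl22 and Smad9 are. DESeq2 with betaPrior=TRUE, chosen for these counts after seeing the values, gave 104, 7, 4 and 3 and dropped 0 of the 7 genes.

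In Supplementary Table S2, whose errors are standard errors, 25 of 44 log2 fold changes between HCM and WT compared here differ by more than the larger error. Lower in HCM, with the paper's value before edgeR's, are 4833420G17Rik -0.97 and -1.16, Capn3 -1.36 and -1.69, Ccbe1 -1.43 and -1.69, Cry1 -1.14 and -1.29, Lonrf1 -0.94 and -1.21, Ogdhl -5.38 and -7.03. Higher in HCM, with the paper's value first, are Acta2 0.93 and 1.55, Actg2 0.92 and 1.37, Arntl 1.07 and 2.97, Cdh22 0.89 and 1.51, Cdkn1a 0.91 and 1.55, Cilp 1.08 and 2.29, Cx3cr1 0.94 and 1.39, D630045M09Rik 1.41 and 1.95, Eya1 0.98 and 1.34, Gcnt1 0.90 and 1.26. Further higher genes, in the same order, are H19 0.87 and 1.17, Lad1 0.92 and 1.35, Pvt1 0.91 and 1.38, Slc1a2 0.90 and 1.33, Slc52a3 0.92 and 1.76, Spon2 1.13 and 1.96, Timp1 1.07 and 2.23, Tmem100 1.06 and 1.56, Ubxn10 0.98 and 1.63. In all 25 the paper's value is smaller in size. DESeq2 with betaPrior=TRUE, an alternative set before the data were examined, gave values that do not differ for any of the 44 genes. Its largest gap to the paper was 0.0223. DESeq2 1.42.0 with its default test, run without betaPrior, differed from the paper for 28 of the 44, all 25 among them. The gap to the paper therefore goes with that setting, within DESeq2 as well as against edgeR.

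Among statements of direction, the paper has integrin-linked kinase signaling and vitamin D receptor activation increased in HCM, from z-scores. Of its listed genes, 9 were higher and 10 lower for the former and 5 and 5 for the latter, and all of these genes were called here. It has the 50 genes of its heat map parting the mice by sex within each genotype. Over 25 higher and 25 lower genes chosen by edgeR, of which 13 are in Supplementary Table S2, the first branch in either genotype set a single mouse apart. Such a branch cannot show whether the sexes part below it, so it decides nothing about that statement. Over the 500 most variable genes 0 WT mice were out of place by sex, and the first HCM branch again set a single mouse apart. It has the sexes separated on the second axis in both genotypes, where the library labelled HCM female 1014 scored among HCM males (exact permutation p = 0.0571 for HCM and 0.0286 for WT), and over all tested genes or 1000 genes the HCM sexes also gave 0.0286. The share of that axis was 23.3%, where the paper has a lower one that is reached within 2 points over all tested genes (16.7%) and over autosomal genes (14.6%, chosen after seeing the values).

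The paper has 7 genes changing direction between the genotypes. By edgeR 6 of them had a called interaction and Eif5b had adjusted p = 0.0527, and all 7 had opposite signs in the 2 genotypes. The 7 genes were chosen on these libraries, so this is not independent evidence. It has the pathways of the genotype comparison moving the same way, and more strongly, in HCM females against HCM males. Of its lists there, eIF2 signaling had 44 higher and 6 lower and inositol phosphates 4 and 9 over the list alone, as stated, while actin nucleation had 2 higher and 5 lower, in line with the z-score of -1.89 in the paper's Supplementary Table S4, integrin-linked kinase signaling 8 and 8 and vitamin D receptor activation 4 and 5. It has ribosomal activity altered more strongly in HCM females than in HCM males, where edgeR called 0 ribosomal protein genes between mice labelled HCM female and HCM males (72 at an unadjusted p under 0.05 and 43 by DESeq2, all higher).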

Other observations

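The length and GC offsets in list tests and the counts of shared genes with 1 library left out were chosen only after the result was seen. Of matrix genes most, and of fetal genes 8 of 17, neither grouped in the passages above, were higher in HCM left ventricles. Of 41 genes of the extracellular matrix, 27 were higher and 1 lower (30 and 1 adjusted over the list alone), with a median log2 fold change of 0.49. Mmp14, a membrane-bound matrix protease, rose by 1.20 ± 0.16, adjusted p = 8.4e-05, Scx, a transcription factor of tendon, by 1.52 ± 0.21, adjusted p = 0.00015, and Col1a1, of type I collagen, by 0.55 ± 0.12, adjusted p = 0.0022 (edgeR, n = 8 each). Of 17 hypertrophy and fetal genes, 8 were higher and 0 lower (9 and 0 over the list alone; 0 lower at an unadjusted p under 0.05 and by DESeq2; median 0.68). Nppa, the atrial natriuretic peptide, was at 1017 ± 803 CPM in HCM and 219 ± 133 CPM in WT mice (2.21 ± 0.52, adjusted p = 0.0065), and Myh7, the slow myosin, was at 0.96 ± 0.21, adjusted p = 0.0041. Acta1, skeletal actin, had 1.59 ± 0.68, adjusted p = 0.090. Fibroblast markers were higher in 5 and lower in 2 of 13 cases (6 and 2 over the list alone), among them Tcf21 (0.64 ± 0.12, adjusted p = 0.0013), and macrophage markers higher in 7 and lower in 0 of 16 (7 and 1 over the list alone and by DESeq2, 1 lower at an unadjusted p under 0.05), among them Cx3cr1, the fractalkine receptor (1.39 ± 0.27, adjusted p = 0.0013), and C1qa, of complement (0.48 ± 0.10, adjusted p = 0.0016). These 4 lists are among those whose camera p is given above, with adjusted p = 0.502, 0.502, 0.531 and 0.502 with an estimated correlation, and with length and GC offsets they had 5.6e-14, 0.00246, 0.0163 and 0.0623.

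Of 76 nuclear genes of oxidative phosphorylation, 37 were higher and 3 lower in HCM (41 and 4 over the list alone; median 0.17), among them Ndufb2 (0.35 ± 0.09, adjusted p = 0.0057), while Ndufs1 of the same complex I had -0.26 ± 0.06, adjusted p = 0.0036. That list had adjusted p = 0.531 with an estimated correlation and 0.983 with length and GC offsets. Of 28 genes of fatty acid oxidation, 3 were higher and 5 lower (the same over the list alone; camera adjusted p = 0.289), with Ppara and Ppargc1a, which drive this program, at -0.64 ± 0.09, adjusted p = 0.00020 and -0.79 ± 0.13, adjusted p = 0.00047, and Ucp3, a mitochondrial carrier, at 1.18 ± 0.28, adjusted p = 0.0065. Glycolysis had 2 higher and 5 lower of 18 (the same over the list alone; 0.252), among them Slc2a4, the insulin-dependent glucose transporter (-0.40 ± 0.06, adjusted p = 0.00018), and Pfkm, muscle phosphofructokinase (-0.41 ± 0.07, adjusted p = 0.00041). Sarcomere genes had 3 higher and 6 lower of 21 (3 and 7 over the list alone; 0.283), with Mybpc3, myosin-binding protein C, at -0.48 ± 0.07, adjusted p = 0.00020. Calcium handling had 1 higher and 6 lower of 18 (the same over the list alone; 0.0950, and 0.0418 without 1025), with Cacna1c, the L-type calcium channel, at -0.58 ± 0.09, adjusted p = 0.00035 and Atp2a2, the pump SERCA2, at -0.35 ± 0.10, adjusted p = 0.015. In the clock, the day arm had 1 higher and 5 lower of 10 (the same over the list alone; median -0.58; adjusted p = 0.502 with an estimated correlation), with Per2 at -1.62 ± 0.43, adjusted p = 0.011 and Nr1d1 at 0.70 ± 0.09, adjusted p = 5.3e-05, and the night arm 3 higher and 2 lower of 6 (the same over the list alone; camera adjusted p = 0.992), with Npas2 at 1.37 ± 0.23, adjusted p = 0.00045.

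Markers of other cell types moved both ways between HCM and WT. Endothelial markers were higher in 6 and lower in 2 of 15 cases (6 and 3 over the list alone; camera adjusted p = 0.161), with Cldn5, of tight junctions, at 1.13 ± 0.15, adjusted p = 0.00015 and Aqp1, a water channel, at -0.97 ± 0.17, adjusted p = 0.00075. Smooth muscle and pericyte markers had 2 each way of 12 (4 and 3 over the list alone; 0.843), with Abcc9 at -0.62 ± 0.10, adjusted p = 0.00047. Epicardial markers had 2 higher of 5, also over the list alone (5 higher by DESeq2; 0.0532, and 0.00153 to 0.0368 without any 1 library other than 984, 988, 1025 or 1026), among them Wt1 (0.47 ± 0.11, adjusted p = 0.0039). Conduction system markers had 2 lower of 6, also over the list alone (median -0.61; adjusted p = 0.502 with an estimated correlation), namely Hcn4 (-1.15 ± 0.28, adjusted p = 0.0062) and Etv1 (-0.66 ± 0.13, adjusted p = 0.0016). Nerve and Schwann cell markers had 2 lower of 10 (0.0707, and 0.0387, 0.0489 and 0.0493 without 1014, 1041 and 1059), among them Cdh19 (-1.07 ± 0.13, adjusted p = 5.6e-05), adipocyte markers 2 lower of 6 (0.470), among them Plin4 (-0.51 ± 0.10, adjusted p = 0.0019), and red blood cell markers 3 lower of 3 (0.0707, and 0.0200 and 0.0493 without 1045 and 1059), among them Slc4a1 (-1.56 ± 0.48, adjusted p = 0.022) and Alas2 (-0.74 ± 0.22, adjusted p = 0.021), each with equal numbers over the list alone. Atrial markers had 1 higher of 10 (Nppa) and skeletal muscle markers 1 higher and 1 lower of 7, both also over the list alone (0.765 and 0.349). The 1 lymphocyte marker tested was called by DESeq2 alone, and edgeR called 0, also at an unadjusted p under 0.05.

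Among other lists, spliceosome genes had 15 higher and 4 lower of 34 (16 and 4 over the list alone; median 0.21; adjusted p = 0.502 with an estimated correlation and 0.0289 with length and GC offsets), with Snrpd1 at 0.46 ± 0.09, adjusted p = 0.00098 and Prpf8 at -0.35 ± 0.07, adjusted p = 0.0014. The proteasome had 4 higher and 2 lower of 31 (2 and 1 over the list alone; adjusted p = 0.665 with an estimated correlation), with Psma3 at 0.25 ± 0.06, adjusted p = 0.0063. Immediate early genes had 3 higher and 4 lower of 23 (the same over the list alone; 0.948), with Nr4a3 at -1.96 ± 0.37, adjusted p = 0.0016 and Junb at 0.44 ± 0.09, adjusted p = 0.0024. Interferon genes had 2 higher of 23 and 0 over the list alone (5 at an unadjusted p under 0.05 and 2 by DESeq2; 0.128, and 0.0198 without 1025), and heat shock genes 2 each way of 18 (1 and 2 over the list alone; 0.951), with Bag3 at -0.25 ± 0.07, adjusted p = 0.013. Of 4 Y-linked and 5 X-linked escape genes, edgeR and DESeq2 called 0 between the genotypes, also at an unadjusted p under 0.05 (0.685 and 0.316).

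Between mice labelled HCM female and HCM males, with the library labelled HCM female 1014 among the former, further lists differed by camera. Of 23 interferon genes the median was 0.45, with 0 called over all genes by edgeR, 1 over the list alone, 9 at an unadjusted p under 0.05 and 2 by DESeq2, and with Mx2 at 0.93 ± 0.22, adjusted p = 0.063 (camera adjusted p = 2.0e-05, and adjusted p = 0.573 with an estimated correlation). Spliceosome genes had a median of 0.19, with 0 of 34 called, 8 higher over the list alone, 13 higher and 1 lower at an unadjusted p under 0.05 and 6 by DESeq2 (2.0e-05, and adjusted p = 0.573 with an estimated correlation). Oxidative phosphorylation had 0 of 76 called, 0 over the list alone, 28 at an unadjusted p under 0.05 and 13 by DESeq2, all higher (median 0.17; 5.2e-09, and adjusted p = 0.617 with an estimated correlation). Matrix genes had 1 higher of 41 (Ctgf) and 10 over the list alone, with Comp, a cartilage matrix protein, at 2.03 ± 0.38, adjusted p = 0.051 (3.5e-05, and adjusted p = 0.617 with an estimated correlation), and fetal genes 1 of 17 (Ctgf) and 5 over the list alone (0.000206, and adjusted p = 0.573 with an estimated correlation). For fatty acid oxidation the median was -0.14, with 0 of 28 called, 1 lower over the list alone, 6 at an unadjusted p under 0.05 and 3 by DESeq2, and with Acsl1, an acyl-CoA synthetase, at -0.50 ± 0.12, adjusted p = 0.065 (0.00288, and adjusted p = 0.588 with an estimated correlation). The eIF2 and integrated stress response list had 0 of 25 called, 6 higher over the list alone, 9 higher and 1 lower at an unadjusted p under 0.05 and 6 by DESeq2 (0.00526, and adjusted p = 0.573 with an estimated correlation). The proteasome had 0 of 31 called, 0 over the list alone, 9 higher at an unadjusted p under 0.05 and 2 by DESeq2 (2.0e-05, and adjusted p = 0.573 with an estimated correlation). Fibroblast markers had 0 of 13 called and 1 higher over the list alone, and X-linked escape genes 0 of 5 and 4 higher (0.00386 each, and adjusted p = 0.573 with an estimated correlation for both). Immediate early genes had 1 higher of 24 (Ier5) and 5 over the list alone (0.00637, and adjusted p = 0.573 with an estimated correlation). Macrophage markers went the other way (median -0.36), with 0 of 16 called, 3 lower over the list alone, 4 at an unadjusted p under 0.05 and 3 by DESeq2 (0.0219, and adjusted p = 0.626 with an estimated correlation; 0.0515, 0.0517 and 0.436 by camera without 981, 984 and 1026). Epicardial and mesothelial markers had 0 of 8 called and 1 higher over the list alone (0.0437, and adjusted p = 0.626 with an estimated correlation; 0.0690 to 0.193 by camera without 984, 988, 1009 or 1028). The 4 Y-linked genes had a median of -2.02 and 0 called, also at an unadjusted p under 0.05 and by DESeq2, and without 1014 all 4 were called. Without 1014 the medians of the other lists in this paragraph kept their sign, Mx2 and Acsl1 had 1.01 and -0.53, and Comp passed (2.21, adjusted p = 0.0374; 2.0e-07 to 0.129 over all alternatives).

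Between WT females and WT males, heat shock genes had 1 lower of 18 (Hspb1) and 6 lower over the list alone (median -0.19; camera adjusted p = 5.5e-06, and adjusted p = 0.680 with an estimated correlation). Glycolysis had 1 lower of 18 (Pgam2) and 6 over the list alone (0.000203, and adjusted p = 0.448 with an estimated correlation), and mitochondrial ribosomal proteins 1 lower of 76 (Mrpl46) and 10 over the list alone (4.0e-07, and adjusted p = 0.680 with an estimated correlation). Fibroblast markers had 1 higher of 13 (Lum) and 4 over the list alone (7.5e-05, and adjusted p = 0.448 with an estimated correlation).

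Other lists passed camera between the WT sexes with smaller margins. The TCA cycle had 2 lower of 26 (Ogdhl and Pdhx) and 3 over the list alone (0.00660, and adjusted p = 0.680 with an estimated correlation), the proteasome 0 of 31 and 0 over the list alone, with 4 lower at an unadjusted p under 0.05 and 1 by DESeq2 (0.00771, and adjusted p = 0.680 with an estimated correlation), and the sarcomere 1 lower of 21 (Actc1) and 8 over the list alone (0.00973, and adjusted p = 0.448 with an estimated correlation). Oxidative phosphorylation had 0 of 76 called and 0 over the list alone, with 6 lower at an unadjusted p under 0.05 and 1 by DESeq2 (0.0101, and adjusted p = 0.791 with an estimated correlation). Valine, leucine and isoleucine degradation had 1 lower of 31 (Bckdha), also over the list alone (0.0132, and adjusted p = 0.680 with an estimated correlation), and immediate early genes 1 lower of 23 (Ier5) and 3 over the list alone (0.0363, and adjusted p = 0.680 with an estimated correlation). Upward, interferon genes had 0 of 23 called and 0 over the list alone, with 2 at an unadjusted p under 0.05 and 0 by DESeq2 (0.0131, and adjusted p = 0.738 with an estimated correlation), atrial markers 0 of 10 and 0 over the list alone, with 3 at an unadjusted p under 0.05 and 2 by DESeq2 (0.0216, and adjusted p = 0.680 with an estimated correlation), and nerve and Schwann cell markers 0 of 11 and 2 over the list alone (0.0356, and adjusted p = 0.680 with an estimated correlation). Each of these 9 lists lost its camera call without at least 1 of the libraries, with the largest adjusted p, 0.426, for oxidative phosphorylation without 1058. The 4 Y-linked genes were all lower in WT females and the 5 X-linked escape genes all higher (4.7e-25 and 2.3e-17).

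HCM against WT within each sex is not a comparison the paper reports. In females 3160 of 13051 genes were called (1521 higher, 1639 lower; 272 of them more than 2-fold), and 2007 without 988 or 2064 without 1045. With upper-quartile scaling 57.0% of the called genes were higher, against 48.1%. In males 1530 of 12847 were called (708 higher, 822 lower; 167 more than 2-fold), and 664 without 1059, 713 without 1040, 597 without 1041, 992 without 1025 or 765 without 1026, while upper-quartile scaling gave 56.7% higher, against 46.3%. Ogdhl was called lower in both sexes. At a false discovery rate under 0.1, 90 genes were called in both sex comparisons, of which 7 went in opposite directions, where 23.7 would by chance.

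Close to Tnnc1, called genes also include Wdfy4, of antigen presentation (-1.56 ± 0.20, adjusted p = 6.9e-05), and Gdf10, a TGF-β family ligand (-1.34 ± 0.30, adjusted p = 0.0036), both lower in HCM, and Itih4, a plasma inhibitor subunit (1.09 ± 0.29, adjusted p = 0.0086), and 1810011H11Rik (1.36 ± 0.27, adjusted p = 0.0015), both higher. Of the genes within 10 Mb, 5.81% changed more than 2-fold, against 1.43% elsewhere (Fisher's exact test, two-sided, p = 0.00835).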
